# A multi-tissue transcriptomic landscape of female mice in estrus and diestrus provides clues for precision medicine

**DOI:** 10.3389/fcell.2022.983712

**Published:** 2022-12-16

**Authors:** Yiran Zhou, Han Yan, Wenjun Liu, Chengqing Hu, Yuan Zhou, Ruya Sun, Yida Tang, Chao Zheng, Jichun Yang, Qinghua Cui

**Keywords:** reproductive cycle, estrous cycle, systems biology, RNA-sequencing, hypertension

## Abstract

Female reproductive cycle, also known as menstrual cycle or estrous cycle in primate or non-primate mammals, respectively, dominates the reproductive processes in non-pregnant state. However, in addition to reproductive tissues, reproductive cycle could also perform global regulation because the receptors of two major female hormones fluctuating throughout the cycle, estrogen and progesterone, are widely distributed. Therefore, a multi-tissue gene expression landscape is in continuous demand for better understanding the systemic changes during the reproductive cycle but remains largely undefined. Here we delineated a transcriptomic landscape covering 15 tissues of C57BL/6J female mice in two phases of estrous cycle, estrus and diestrus, by RNA-sequencing. Then, a number of genes, pathways, and transcription factors involved in the estrous cycle were revealed. We found the estrous cycle could widely regulate the neuro-functions, immuno-functions, blood coagulation and so on. And behind the transcriptomic alteration between estrus and diestrus, 13 transcription factors may play important roles. Next, bioinformatics modeling with 1,263 manually curated gene signatures of various physiological and pathophysiological states systematically characterized the beneficial/deleterious effects brought by estrus/diestrus on individual tissues. We revealed that the estrous cycle has a significant effect on cardiovascular system (aorta, heart, vein), in which the anti-hypertensive pattern in aorta induced by estrus is one of the most striking findings. Inspired by this point, we validated that two hypotensive drugs, felodipine and acebutolol, could exhibit significantly enhanced efficacy in estrus than diestrus by mouse and rat experiments. Together, this study provides a valuable data resource for investigating reproductive cycle from a transcriptomic perspective, and presents models and clues for investigating precision medicine associated with reproductive cycle.

## 1 Introduction

Reproductive cycle is a typical feature of female placental mammals within reproductive period, which comprises a periodic series of physiological changes caused by fluctuant hormones, especially estrogen and progesterone. For most non-primate mammals such as mice, rats, dogs, pigs and so on, reproductive cycle is also known as estrous cycle and accepted to be divided into four sequential phases including proestrus, estrus, metestrus and diestrus (Spornitz et al., 1994; Concannon, 2011; Soede et al., 2011; Gal et al., 2014; Ajayi and Akhigbe, 2020). During the estrous cycle, the proestrus-estrus junction is featured with strong stimulus of estrogen but the minimal impact of progesterone whereas the diestrus phase is characterized by a high level of progesterone but basal concentration of estrogen. As for the primates (i.e., human beings and the great apes), reproductive cycle is well-known as menstrual cycle (Mihm et al., 2011). However, in terms of cyclic hormonal fluctuation and ovulation, the menstrual cycle is homologous to the estrous cycle.

The cyclic hormonal milieu precisely controls the endometrium morphology. However, in addition to the uterus, estrogen/progesterone receptor are also distributed in a wide range of non-reproductive tissues (Karas et al., 1994; Hogan et al., 2009; Tetel and Pfaff, 2010; Barros and Gustafsson, 2011; Iorga et al., 2018; Asavasupreechar et al., 2020). Therefore, reproductive cycle is not only responsible for reproduction but could also regulate many other biological processes. For example, Chen et al. reported that the rats in estrus are more sensitive to fear than those in diestrus (Chen et al., 2009), suggesting the altered neural activities. Recent studies also showed the difference of inflammatory responses between estrus mice and diestrus mice (Islam et al., 2016; Fuentes et al., 2019), revealing the remodeled immunity. So far, the outcomes of many tissues under exogenous hormonal treatment have been well-studied (Barros and Gustafsson, 2011; Bosch et al., 2018). However, their alterations in the real reproductive cycle, where the hormone levels are more natural, dynamic and complicated, have not yet been fully understood to our best knowledge. Moreover, even though some phenotypes associated with real reproductive cycle have been reported (Chen et al., 2009; Hogan et al., 2009; Saito et al., 2009), the underlying molecules are still required to be systematically profiled. Overall, many important questions still remain to be solved such as during the reproductive cycle which tissues are prominently influenced? How is the molecular regulatory network altered in individual tissues? Which biological processes are the regulated molecules involved in? And how could the systemic changes guide us in developing precision medicine strategies towards pre-menopausal women?

In this study, we monitored the estrous cycles of C57BL/6J mice according to the patterns of vaginal epithelial stratification and serum hormone levels. Considering estrus and diestrus are two typical phases in estrous cycle, which were often visited in previous researches (Skulska et al., 2019; An et al., 2021; Bernhardt et al., 2021), we established a transcriptomic landscape across 15 tissues in estrus and diestrus (Figure 1A) by RNA-sequencing. Based on the gene expression data, we firstly uncovered a number of genes, pathways and transcription factors involved in the estrous cycle on a multi-tissue scale. Then, we evaluated the physiological changes, potential risks and benefits caused by estrus and diestrus for individual tissues using bioinformatics modeling. Inspired by the anti-hypertensive transcriptomic pattern induced by estrus in aorta, enhanced efficacy of hypotensive drugs at the estrus phase were experimentally validated in both mouse and rat models in the end.

**FIGURE 1:**
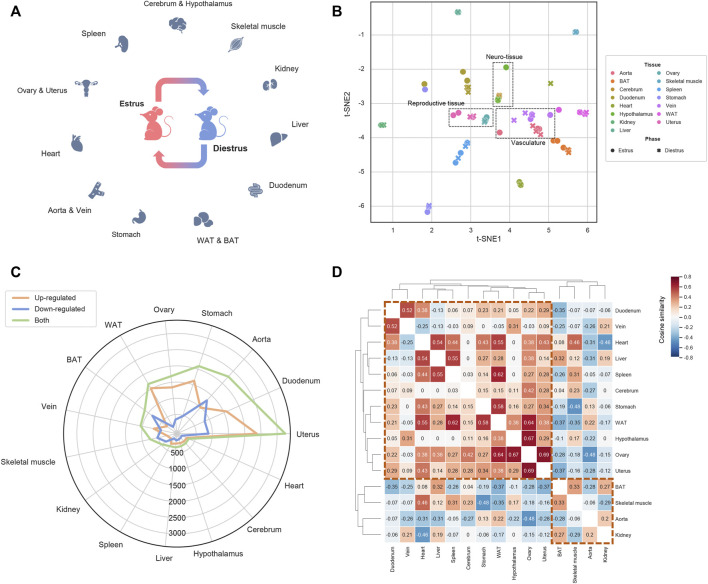
Overview of the transcriptomic landscape under estrous cycle **(A)** The transcriptomic landscape covering 15 tissues dissected from the mice at the estrus phase and the diestrus phase. For each tissue-phase group three biological replicates were set, resulting in 90 samples in total **(B)** Sample visualization by t-SNE based transcriptomic dimensionality reduction **(C)** The DEG number of each tissue **(D)** The tissue clustering map based on the cosine similarity of the shared DEGs’ alteration trends.

## 2 Materials and methods

### 2.1 Experimental animals and monitoring of estrous cycle

Female C57BL/6J mice and Sprague Dawley rats aged 8 weeks were used in the study. All animals were housed separately in a standard laboratory environment with a 12-h dark-light cycle and had free access to food and water. The estrous cycle of female mice and rats lasts for 4–5 days, and undergoes four sequential phases including proestrus, estrus, metestrus and diestrus. In this work, a vaginal cytology method was applied to distinguish these phases. As previously described (Ajayi and Akhigbe, 2020; Wang et al., 2020), animals’ vaginal secretion was collected first by micropipettes (the tips were filled with a small amount of 0.9% saline), and then the flushed fluid was placed on glass glides. Next, the glass slides were dried and stained with 0.1% methylene blue (Sigma) for 15 min and washed by PBS for two times so that the estrous cycle phases could be microscopically identified based on the vaginal epithelial cellular types and proportions (Supplementary Figures S1,S2). For each animal, the estrous cycle was daily monitored in the morning for at least 2 weeks to precisely trace the individual-specific period. In addition, the concentrations of serum estrogen and progesterone of mice were also measured to assist the determination of estrous cycle phases. Specifically, the supernatant of internal canthus blood of mice in estrus or diestrus was first collected after homogenization for 20 min (1,000 × g). Then, the serum estrogen and progesterone levels were quantified using the Elisa Kits (#JL 11232, Jianglai Biotechnology and #E-EL-0154c, Elabscience), at a wavelength of 450 nm. As expected, the levels of estrogen and progesterone are indeed significantly higher in estrus and diestrus, respectively (Supplementary Figure S3).

### 2.2 RNA extraction and high-throughput RNA-sequencing

Normal female C57BL/6J mice in estrus and diestrus were sacrificed in triplicate to harvest 15 tissues including aorta, vein, brown adipose tissue, white adipose tissue, heart, kidney, liver, skeletal muscle, stomach, duodenum, cerebrum, hypothalamus, ovary, uterus and spleen. The collected tissues were rapidly frozen on dry ice. Total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, United States) and further qualified and quantified using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific, MA, United States). The RNA-sequencing libraries were constructed by the TruSeq RNA Library Prep Kit v2 and the reads were sequenced by the BGISEQ-500 platform (Bgi Genomics Co., Ltd). For each sample, approximately 22M reads with a high average quality score of 37 were generated. The data had been uploaded to the CNCB-NGDC GSA database (CRA004295) and the NCBI GEO database (GSE131172).

### 2.3 Identification and analysis of differentially expressed genes

For the raw sequencing data, the software SOAPnuke (Chen et al., 2017) was firstly used to remove the adaptor-contaminated and low-quality reads. Subsequently, the retained reads with high-quality were aligned to the GRCm38 genome (NCBI version p5) by Bowtie2 (Langmead and Salzberg, 2012) with the parameters of “--sensitive --dpad 0 --gbar 99999999 --mp 1,1 --np 1 –score-min L,0,-0.1 –k 200”. The resulting bam files were further inputted into RSEM (Li and Dewey, 2011) to quantify the gene expression abundance. Then for each tissue, differentially expressed genes (DEGs) between estrus and diestrus were identified by the R package DEGSeq (Wang et al., 2010), with the criterion of |log_2_ (fold change)| ≥ 1 and q-value ≤0.05. Finally, the DEGs were mapped to human orthologous genes (hDEGs) by the g:Profiler platform (Raudvere et al., 2019).

We conducted three analyses for the hDEGs: 1) Traditional functional enrichment analysis. The gene sets of Kyoto Encyclopedia of Genes and Genomes (KEGG pathway), Molecular Signatures Database Hallmark (MSigDB Hallmark) and Genetic Association Database (GAD) were mainly concerned, and the statistical calculation (Fisher exact test and *p*-value correction) was implemented by the R package clusterProfiler (Yu et al., 2012). 2) Network centrality analysis. Briefly, we introduced a manually curated human molecular signaling network (downloaded from http://www.cancer-systemsbiology.org) and studied whether the hDEGs are of higher hubness (measured by network centrality indices) than background. The construction of directional network was implemented by the python package NetworkX, in which genes and interactions were modeled as nodes and edges, respectively. Nodes’ centrality indices including degree, betweenness and PageRank were calculated *via* NetworkX as well. Finally, one-sided Wilcoxon rank-sum test was used to measure the centrality differences between hDEGs and background. 3) Causal inference of functional transcription factors (TFs). In this analysis, we took advantage of an online platform, CIE, which is designed for detecting functional TFs (i.e., activity-up or -down TFs) by measuring the consistency between the inputted transcriptomic alteration profile and its built-in TF-gene regulation relationships (Farahmand et al., 2019). Here the functional TFs related to estrous cycle were determined by the CIE quaternary test (one sided q-value ≤0.05; Supplementary Data S1).

### 2.4 Manually curated transcriptomic alteration signatures and signature comparative analysis

By querying tissue names in the GEO database, we manually collected a considerable number of transcriptomic cases of mouse models under various physiological and pathological states such as disease modeling, drug treatment, lifestyle intervention and so on. For each case, a log_2_ (fold change)-based transcriptomic alteration signature (TAS) was calculated by comparing the gene expression profiles between experimental samples and control samples. Next, pairwise Spearman’s correlation coefficients (SCCs) among these TASs were calculated and the redundant TASs (SCC ≥0.5) were rationally removed. We also labeled the cases by their outcomes (i.e., “beneficial” and “deleterious”) and experiment types. For example, the ovary case ‘Ovarian tumor, Arid1a/Pten knockout model’, in which ovarian tumor samples resulting from Arid1a/Pten double-knockout were compared to normal ovaries, was labeled as ‘deleterious, disease, cancer’. For another example, the liver case “Type 2 diabetes (db/db model), rescued by FGF19”, where db/db mice treated with exogenous FGF19 exhibited promoted HDL biogenesis relative to control, was annotated with “beneficial, chemical treatment”. As a result, we curated 1,263 TASs across 15 tissues in total. The detailed information of the curated TASs is listed in the Supplementary Data S2.

In the TAS comparative analysis, we first calculated log_2_ (fold change)-based estrus-induced TAS for each tissue by comparing estrus with diestrus, based on the transcriptomic data generated in this work. Then, SCCs between the estrus-induced TASs and the curated TASs from the same tissue origin were calculated so that the changes of individual tissues brought by estrus and diestrus could be inferred from the significantly correlated relationships (defined as |SCC| ≥ 0.1). It should be noted that the SCC-based cutoff may introduce slight biases when the curated TASs are of different dimensionalities, but here we aimed to discover informative patterns from the estrus-induced TASs rather than strictly ranking the correlated relationships. If an obvious beneficial or deleterious tendency could be commonly reflected by the correlated TASs according to the manually curated labels of “beneficial” and “deleterious” mentioned above, a reliable protective or harmful role of estrus relative to diestrus could be rationally inferred.

### 2.5 Treatment of hypotensive drugs and measurement of blood pressure

Felodipine (ab141797, Abcam) was given orally at a dose of 5 mg/kg body weight for mice, and 30 mg/kg for rats. Acebutolol (#15372, MedChemExpress) was given at a 2 mg/kg oral dose for mice, and 50 mg/kg for rats, respectively. The doses were determined based on the previous researches (Basil et al., 1974; Mostafavi and Foster, 2003; Sridhar et al., 2014; Lam et al., 2018). The drug administration was conducted on both hypertensive and normotensive rodent (mouse and rat) models. The spontaneously hypertensive female rats (SHR) were purchased from the Charies River Company and the hypertensive female mice were constructed by 2-week angiotensin-II (#H-1706, Bachem, 1,000 ng/kg/min) infusion using Alzet osmotic pumps 2004 (Alzet, United States). After single dose of drug gavage, animals’ blood pressure levels were measured in the following 8 h using a non-invasive tail cuff system, which consists of an inflatable tail cuff and an electronic blood pressure meter (Kent, United States) (Seto et al., 2013; Wang et al., 2017). For each time of measurement, the rodents were first placed in a 37°C temperature for 5 min and then pre-tested for 5 times to adapt the environment. Next, the blood pressure levels were formally tested for 10 times, and the mean values were finally recorded. All animal treatments were approved by the Ethics Committee of Peking University Health Science Center.

## 3 Results

### 3.1 Overview of the transcriptomic landscape during estrus and diestrus

To understand the transcriptomic dynamics during the estrous cycle, we selected two most representative phases, estrus and diestrus, and for each phase we assigned three mice as biological replicates, of which samples from 15 tissues were dissected (aorta, vein, brown adipose tissue, white adipose tissue, heart, kidney, liver, skeletal muscle, stomach, duodenum, cerebrum, hypothalamus, ovary, uterus and spleen; Figure 1A). Transcriptomes of the total 90 samples were profiled by RNA-sequencing technique. 

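The deposited table gives the expression of 20414 genes, listed by Entrez Gene identifier, in each of the 90 libraries, which are 3 from mice in estrus and 3 from mice in diestrus for each of 15 tissues. The mice were 8 weeks old according to the paper and 10 weeks old according to the sample labels. The authors removed adaptor-contaminated and low-quality reads with SOAPnuke, aligned the rest to GRCm38 with Bowtie2, estimated gene abundance with RSEM and deposited FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) without read counts. Symbols were looked up by identifier in the RefSeq table of GRCm38.p6, which named 20265 of the genes and left 149 without a symbol. No mitochondrial gene and no Xist is listed. Since the table holds no totals, the number of reads behind each library was approximated from the smallest step between the values of 1932 short genes with a single transcript. It came to between 8.76M and 17.3M reads in 89 libraries, with a median of 15.1M, where the paper states approximately 22M reads per sample. The library of BAT estrus replicate 3 came to 0.0746M reads and lists 12048 genes at 0, against 4545 to 4744 genes at 0 in the 3 diestrus libraries of BAT. The tests use the FPKM as deposited, except for a test on pooled reads that uses the approximated reads.

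Each tissue was tested on its own. Genes with a mean of at least 1 FPKM over the 6 libraries of the tissue, 10666 in liver to 13706 in uterus, were compared between the phases as log2(FPKM + 1) with limma, with a trend of the spread on the mean, no block and Benjamini-Hochberg adjustment within the tissue. Fold changes are on this log2(FPKM + 1) scale, which understates the change of low genes, and are positive where estrus is higher. A gene was counted as a DEG at the limits the paper used, a log2 fold change of at least 1 in either direction and an adjusted p of at most 0.05. With 3 mice against 3, the smallest p an exact permutation test of one gene can give is 0.1.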

Based on the resulting gene expression profiles, t-distributed stochastic neighbor embedding (t-SNE) was firstly applied to visualize the sample similarities and differences (Figure 1B). As a result, we observed some functionally related tissues, such as aorta and vein, ovary and uterus as well as cerebrum and hypothalamus, tend to be adjacent with each other. 

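Pearson's r of log2(FPKM + 1) was computed between all pairs of libraries across the 15226 genes with a mean of at least 1 FPKM over the 90 libraries, and averaged for each of the 105 pairs of tissues. Genes are not independent replicates, so these values describe similarity only. Cerebrum and hypothalamus had the highest mean r, at 0.948. Ovary and uterus were each other's closest tissue, with a mean r of 0.818. Aorta and vein had a mean r of 0.893, the value with rank 6 among the pairs. The closest tissue of both aorta and vein was WAT, with a mean r of 0.905 for aorta and 0.895 for vein.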

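Libraries of the same tissue from different phases had a mean Pearson's r of 0.971, and libraries of the same tissue and the same phase one of 0.974. Between different tissues, libraries of the same phase had a mean r of 0.656. The lowest r between phases within a tissue was 0.827 and the highest between tissues within a phase was 0.961. For each of the 90 libraries, the closest library came from its own tissue. The mean r within tissues exceeded that between tissues by 0.315, and by 0.220 when all listed genes were used without the filter on low values, the alternative that moved this difference most.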

We also noticed the samples from the same tissue but different phases are less distributed than those from the same phase but different tissues. Therefore, beyond the different phases, tissues’ inherent biological characteristics could be more contributive to the sample divergence. 

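The tissue of origin accounted for 92.6% of the total sum of squares of log2(FPKM + 1) over these genes, the phase within a tissue for 1.82%, and the differences between mice of one group for 5.61%. Exchanging the phase labels within tissues gave the phase a share of 1.48% on average, and the observed share was larger than that (permutation test with 100000 resamples, one-sided, p = 0.0418). With 1 replicate of every group left out, the share of the phase was 2.46% without replicate 1 (p = 0.0296 in the same permutation test), 3.26% without replicate 2 (p = 0.00399) and 1.92% without replicate 3 (p = 0.370). These tests treat the tissues as independent, although the paper took them from 3 mice per phase, so each p may be too low. If the libraries of one phase and number came from one mouse, whole mice can be split in 10 ways, and the real split had the highest share (exact permutation test added after the values were seen, one-sided, p = 0.1, the smallest it can give). The closest library was of the same phase for 50 of the 90 libraries, where 36 would be so by chance. Mice of the same phase had a higher mean r than mice of different phases in 12 of the 15 tissues. From the distances in Figure 1B, the paper proposes that the biological characteristics of a tissue contribute more to the divergence of the samples than the phase does.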

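With limma, 13 of the 15 tissues had 0 DEGs, and skeletal muscle and spleen had 1 each. At an unadjusted p under 0.05, the same test gave between 357 genes in kidney and 2225 in skeletal muscle, with a median of 714 per tissue. The 3 estrus values did not overlap the 3 diestrus values for 7.80% of the tested genes in cerebrum to 30.1% in BAT, where chance gives 10%. The DEG in skeletal muscle was Mss51 (Entrez Gene 74843), with 17.7 ± 0.592 FPKM (SD, n = 3) in estrus and 6.78 ± 0.978 (SD, n = 3) in diestrus, a log2 fold change of 1.27 (standard error 0.10, adjusted p = 0.0294 from limma). The DEG in spleen was the histone gene H4c18 (Entrez Gene 319161), listed at 4.94, 4.30 and 3.98 FPKM in estrus and at 0 in all 3 diestrus libraries (adjusted p = 0.000939 from limma). H4c18 has near-identical paralogs whose reads RSEM could have split, so its values are uncertain. The count in skeletal muscle depended on single libraries, with 87 DEGs without estrus replicate 1, 16 without estrus replicate 3, 2 without estrus replicate 2, and 0 without diestrus replicate 1 or without diestrus replicate 3. With the replicate number as a block, 0 genes were called higher there and 3 lower, so Mss51 was no longer called.

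In simulated data with the means and spread of each tissue and 200 genes changed by 1.5 on the log2 scale, the same test recovered a median of 85% of them, from 0% in uterus to 97.5% in hypothalamus. With changes of 3 it recovered 75.5% in uterus and 99.5% in hypothalamus. The simulated noise was normal and independent between genes and libraries, and changes were added at any level of expression. No simulated library was shifted in many genes at once, so recovery in the real data may be lower. The recovery therefore does not show that such changes are absent where few genes were called. A single fit of all 90 libraries, which share one estimate of the spread, called 995 genes in BAT, 913 in uterus, 542 in duodenum, 376 in stomach and 102 in aorta, and 3085 over all tissues. The same tissues had the lowest simulated recovery of changes of 1.5, up to 63.5% in stomach. A shared estimate below a tissue's own spread calls too many genes. For Gli1 in uterus the standard error fell from 0.92 to 0.35 in this fit.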

Then by comparing estrus with diestrus, we identified differentially expressed genes (DEGs) for each tissue. 

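The approximated reads were also summed within each phase and compared with the formula of DEGSeq's MA-plot method with random sampling. This test was chosen after the deposited unit was seen. Its only source of error is the sampling of reads, so it compares the pooled libraries and not the mice. In aorta it called 966 genes higher in estrus and 1146 lower, in BAT 268 higher and 654 lower, in kidney 146 higher and 310 lower, and in skeletal muscle 215 higher and 459 lower. In every other tissue it called more genes higher than lower. With 1 library left out, this changed in duodenum (607 higher and 1580 lower without estrus replicate 1) and in vein (724 and 765 without estrus replicate 1, 229 and 511 without estrus replicate 3). In aorta the calls were 287 higher and 1052 lower without estrus replicate 1, 1402 and 1363 without estrus replicate 3, and 1124 and 342 without diestrus replicate 3. In BAT they were 438 and 953 without estrus replicate 2, and 501 and 479 without diestrus replicate 3. Without diestrus replicate 2 they were 271 and 319 in kidney and 438 and 550 in skeletal muscle. Skeletal muscle had 170 and 770 without estrus replicate 1. By a ratio of the phase means of at least 1 on the log2(FPKM + 1) scale and no test, 350 genes were higher and 222 lower in aorta, 235 and 314 in BAT, 18 and 30 in kidney, and 25 and 57 in skeletal muscle. By this ratio aorta had 69 and 170 without estrus replicate 1, 621 and 348 without estrus replicate 3, 324 and 370 without diestrus replicate 2, and 353 and 69 without diestrus replicate 3. BAT had 63 and 100 without estrus replicate 3, a library of 0.0746M reads, 444 and 1008 without estrus replicate 2, and 334 and 241 without diestrus replicate 3. Kidney had 37 and 37 without diestrus replicate 3, and 15 and 61 without diestrus replicate 1. Skeletal muscle had 21 and 115 without estrus replicate 1, and 44 and 52 without estrus replicate 3.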

Figure 1C shows the numbers of up- and down-regulated DEGs of each tissue, where aorta (989 up-regulated *vs.* 1,288 down-regulated DEGs), brown adipose tissue (BAT; 291 up *vs.* 848 down), kidney (151 up *vs.* 327 down) and skeletal muscle (221 up *vs.* 530 down) exhibit more down-regulated DEGs, whereas the other tissues showed more up-regulated DEGs. Moreover, uterus, duodenum, aorta, stomach, ovary and white adipose tissue (WAT) have much more DEGs than the other tissues, therefore these six tissues are prioritized as the target tissues of estrous cycle (ECTTs) in this study. 

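The test on pooled reads called 2999 genes in uterus, 2178 in duodenum, 2112 in aorta, 1995 in stomach, 1596 in ovary and 1549 in WAT. Together these are 72.5% of its 17137 calls over the 15 tissues. Vein followed with 969 calls and BAT with 922, and liver had the fewest, 325. By the ratio of the phase means alone, 5 of these 6 tissues were among the 6 with the most genes, and BAT with 549 genes ranked above WAT with 332. Without BAT estrus replicate 3, a library of 0.0746M reads, BAT had 163 by this ratio. Aorta had 239 and WAT 86 without estrus replicate 1, and uterus 714 and ovary 163 without estrus replicate 3. Counts by the ratio also rose, to 1044 in aorta, 1452 in BAT, 2670 in uterus, 1357 in stomach and 576 in WAT without estrus replicate 2, and to 1294 in duodenum without estrus replicate 3. Single libraries carried part of the pooled counts too. WAT had 697 pooled calls without estrus replicate 1, and without estrus replicate 3, uterus had 1911 and ovary 988. Aorta had 1339 and vein 1489 without estrus replicate 1. Without estrus replicate 2, uterus had 4846, stomach 3054 and BAT 1391. For stomach and duodenum, the lowest counts with one library left out were 1700 and 1902. These totals do not show which genes were called again. Without estrus replicate 1, duodenum had 2187 calls, but only 1068 of its 2178 were called again in the same direction. In stomach 1273 of the 1995 were called again without estrus replicate 1. From the larger numbers of DEGs in Figure 1C, the paper prioritizes the 6 tissues as the target tissues of the estrous cycle.

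**Figure D1:**
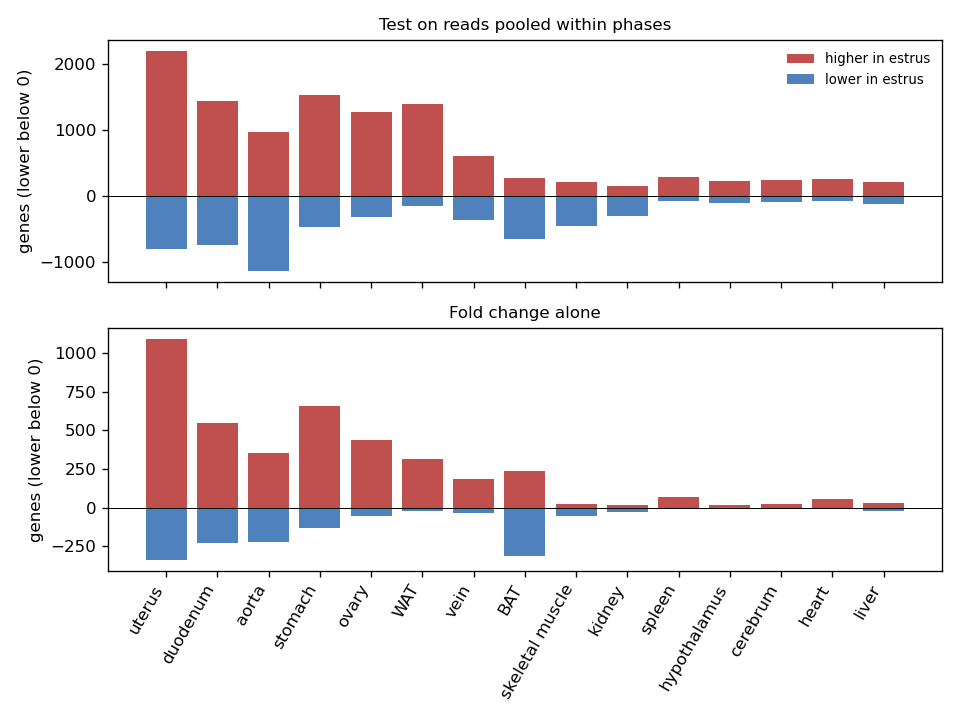
Genes higher (above 0) and lower (below 0) in estrus in each of the 15 tissues, by the test on pooled reads (upper panel) and by the ratio of the phase means alone (lower panel); the vertical axes give numbers of genes. Uterus has the most genes in both panels, 2999 and 1425.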

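Cosine similarity was computed for pairs of tissues with at least 5 genes called in both. With the DEGs from limma, 0 of the 105 pairs had a value. With the ratio of the phase means alone, 81 pairs had one, 53 of them above 0. All 105 pairs had one with the test on pooled reads, 65 of them above 0. Ovary and uterus shared 305 genes by the ratio alone, with a cosine similarity of 0.882, and 849 genes in the test on pooled reads, with one of 0.691. Duodenum and vein shared 89 and 343 genes, with cosine similarities of 0.865 and 0.574. Single libraries carried much of both, in values added after the data were seen. Without estrus replicate 3 of both tissues, ovary and uterus shared 28 genes by the ratio, with 0.286, and 237 pooled calls, with 0.198. Without vein estrus replicate 3, duodenum and vein shared 20 and 211, with 0.400 and 0.0332. Without estrus replicate 3 of both duodenum and vein, they shared 21 and 257, with 0.429 and -0.0195.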

Subsequently, we calculated cosine similarities for all pairs of tissues based on the alteration trends of the shared DEGs (up- and down-regulation were represented by +1 and −1 respectively; Figure 1D). As shown in Figure 1D, tissues are macroscopically clustered into two modules which perfectly match the tissue groups enriched with up- and down-regulated DEGs mentioned above, indicating that at the transcriptional level, the estrous cycle could differentially regulate the hDEGs shared by different subsets of tissues.

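For aorta, BAT, kidney and skeletal muscle against the other tissues, the mean cosine similarity of the pooled calls was 0.237 over the pairs within a group and -0.0888 over the pairs between the groups. The difference of 0.326 was the largest among all 1365 ways to choose 4 of the 15 tissues (exact permutation test, one-sided, p = 0.000733, the smallest it can give). By the ratio of the phase means alone the difference was 0.408 (17 of 1365 choices as large, exact permutation test, one-sided, p = 0.0125). If genes went up or down independently with each tissue's own share of higher and lower genes, the difference would be 0.263 for the pooled calls and 0.377 for the ratio alone. Without estrus replicate 3 of every tissue, in values added after the data were seen, the difference was 0.116 for the pooled calls (55 of 1365 choices as large, exact permutation test, one-sided, p = 0.0403) and 0.100 for the ratio alone (307 of 1365, p = 0.225). Within the group of aorta, BAT, kidney and skeletal muscle, the 6 pairs had a mean of -0.0106 for the pooled calls, and 3 of them were above 0. The Spearman correlation of all log2 fold changes gave a difference of 0.0204 (264 of 1365 choices as large, exact permutation test, one-sided, p = 0.193). From the match of the modules with the tissue groups, the paper proposes that the estrous cycle differentially regulates the genes shared by different subsets of tissues.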

### 3.2 Comprehensive analyses of differentially expressed genes

To deeply understand the influences of estrous cycle, we firstly carried out functional enrichment analysis towards hDEGs (human orthologous genes of DEGs) for each tissue, referring to the gene sets of Kyoto Encyclopedia of Genes and Genomes (KEGG pathway), Molecular Signatures Database Hallmark (MSigDB Hallmark) and Genetic Association Database (GAD). The statistically significant terms shared by at least five tissues are further screened (Figure 2). Firstly, several biological processes were underlined by the KEGG and MSigDB Hallmark results. For example, in line with the fluctuant levels of estrogen between estrus and diestrus, the MSigDB Hallmark gene sets about estrogen response are overrepresented in 10 tissues (aorta, BAT, cerebrum, duodenum, heart, skeletal muscle, ovary, stomach, vein and uterus), consistently most of which have been reported serving as estrogen target tissues (Karas et al., 1994; Hogan et al., 2009; Tetel and Pfaff, 2010; Barros and Gustafsson, 2011; Iorga et al., 2018; Ajayi and Akhigbe, 2020), indicating the widespread influences of estrous cycle. In addition, the gene sets about complement and coagulation cascades were identified in seven tissues (duodenum, hypothalamus, ovary, stomach, vein, WAT and uterus). It has been reported that the blood coagulation can be remodeled in the uterus during the estrus/menstrual cycle (Ruiz-Alonso et al., 2012; Yip et al., 2013), thus combining with our result, this phenomenon could be generalized to multiple tissues. 

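The Hallmark gene sets were not at hand, so a list of estrogen-responsive genes written before the data were examined was tested with camera of limma, at a preset correlation between genes of 0.01. The p-values were adjusted over 75 tests, which are 5 lists in 15 tissues. The list was called in spleen, where 20 of its 26 tested genes were higher in estrus with a mean log2 fold change of 0.20 (adjusted p = 0.00652 from limma's camera). In no other tissue was it called, and 2 tissues had an unadjusted p under 0.05. Its mean log2 fold change was above 0 in 11 of the 15 tissues and lay between -0.33 and 0.43. In uterus, 23 of 41 genes were higher, with a mean of 0.35 (adjusted p = 0.242). With fry, which estimates the correlation between genes, 0 of the 10 calls that camera made over the 5 lists held, and none was added. Drawn splits of the libraries gave a median of 13 such camera calls, so the p-values of camera may be too low.

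The most abundant genes of this list in uterus were Lcn2 (Entrez Gene 16819), Wfdc2 and Krt19. The values of Lcn2 were 3989.27, 176.59 and 1245.37 FPKM in estrus and 194.7, 56.18 and 10.16 in diestrus, a log2 fold change of 4.26 (standard error 1.36, adjusted p = 0.897 from limma). Wfdc2 and Krt19 had log2 fold changes of -0.39 and 0.35. The mean FPKM of Krt19 was lower in estrus, at 601 against 644, with diestrus values of 887.31, 922.75 and 121.16. The estrogen receptor gene Esr1 had 57.6 ± 14.2 FPKM (SD, n = 3) in estrus and 61.7 ± 8.56 (SD, n = 3) in diestrus in uterus, and 11.9 ± 4.52 and 6.12 ± 1.07 in BAT, where its values in the 2 phases did not overlap (log2 fold change 0.82, standard error 0.29, adjusted p = 0.332). Its highest value there, 17.13 FPKM, is from estrus replicate 3, a library of 0.0746M reads, and without that library the log2 fold change was 0.55 (adjusted p = 0.0847). Esr2 reached a mean of 1 FPKM in ovary alone, with 36.6 ± 8.96 FPKM in estrus and 36.2 ± 5.58 in diestrus.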

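A list of complement and coagulation genes, written and tested in the same way, was called in liver, spleen and WAT. In liver 47 of 62 genes were higher in estrus with a mean log2 fold change of 0.13 (adjusted p = 0.000178 from limma's camera), in spleen 29 of 38 with 0.14 (adjusted p = 0.0055) and in WAT 34 of 39 with 0.41 (adjusted p = 0.000234). In uterus 25 of 44 genes were higher, with a mean of 0.18 (adjusted p = 0.265). C3 (Entrez Gene 12266), the most abundant of them in uterus and also a member of the estrogen list, had 2719.08, 60.05 and 298.17 FPKM in estrus and 44.75, 96.39 and 44.02 in diestrus (log2 fold change 2.65, standard error 1.25, adjusted p = 0.897). Next in abundance in uterus were Serpina1e and F3, with log2 fold changes of 0.31 and 0.72.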

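For receptors of neuroactive ligands and for cytokines and their receptors, lists made from gene families stood in for the KEGG pathways, which were not at hand. The neuroactive list was called in hypothalamus, where 33 of its genes were higher in estrus, fewer than were lower, and the mean log2 fold change was -0.06 (adjusted p = 4.14e-06 from limma's camera). Its mean was between -0.24 and 0.13 in the 15 tissues. The cytokine list was called in aorta, lower in estrus, with 24 of 95 genes higher and a mean of -0.31 (adjusted p = 0.0136). It was called in duodenum, where 70 of 114 genes were higher with a mean of 0.26 (adjusted p = 1.31e-06), and in liver, where 51 of 69 genes were higher with a mean of 0.13 (adjusted p = 0.000214). In uterus 69 of 117 cytokine genes were higher (adjusted p = 0.0689).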

We also observed “Neuroactive ligand-receptor interaction” and “Cytokine-cytokine receptor interaction” in 12 tissues (tissues except for BAT, heart and liver) and five tissues (aorta, duodenum, stomach, vein and uterus) respectively, demonstrating the widely neuro- and immuno-regulatory roles of estrous cycle. The KRAS pathway and the calcium signaling pathway were also presented in multiple tissues, but further experimental validation is required due to insufficient publications. As for the GAD results, we summarized three main categories of diseases that may be associated with estrous cycle, namely psychiatric disorders, inflammation and cardiovascular diseases (CVDs), all of which are closely associated with the pathways discussed above (links in Figure 2). The KEGG and MSigDB Hallmark results of individual tissues are shown in Supplementary Figures S4,S5.

**FIGURE 2:**
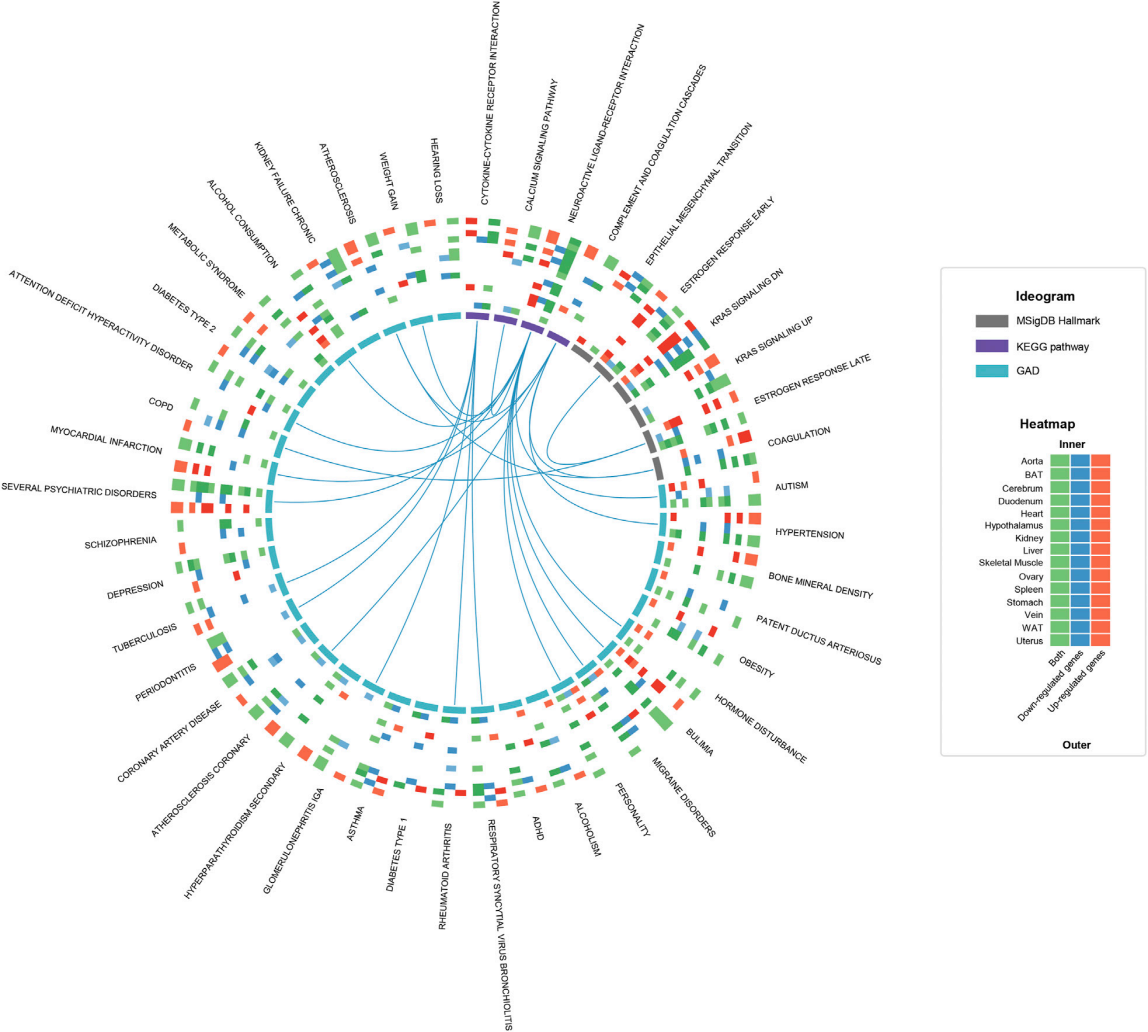
Functional enrichment analysis of hDEGs on a multi-tissue scale. The circos plot shows the statistically significant terms (q-value ≤0.05) shared by at least five tissues in the functional enrichment results of KEGG, MSigDB Hallmark and GAD. For each term, a heatmap with 15 rows and 3 columns is plotted, where the rows represent tissues and the columns represent up-regulated hDEGs (red), down-regulated hDEGs (blue) and both (green), respectively. The colored cells mean that the corresponding hDEG sets are significantly functionally related to the term, and the color depth reflects the statistical significance. The term-term links mean that the corresponding gene sets are significantly overlapped (defined as sharing no less than 25% hDEGs). To avoid over-redundancy, the links between GAD terms are hidden.

Next, we investigated whether the hDEGs tend to serve as “hub genes” in intricate biological pathways. Specifically, we mapped the hDEGs onto a manually curated molecular signaling network and calculated three centrality indices including degree, betweenness and PageRank for them to quantify the hubness (Supplementary Figure S6). Surprisingly, except for the vasculature, almost no tissue is enriched with high-hubness hDEGs. What’s more, the centrality of stomach’s and uterus’s hDEGs is even significantly lower than the background. Therefore, we inferred that estrous cycle may just affect tissues in a moderate way, even for most ECTTs (uterus, stomach, ovary, duodenum and WAT). In other words, during the estrous cycle, the body functions are prone to keep stable instead of being radically altered. But the vascular tissues, especially the aorta, could be profoundly influenced differing from the other ECTTs.

To investigate the mechanism behind the transcriptomic alteration, we further performed a causal inference analysis of functional transcription factors (TFs) using the CIE tool (Farahmand et al., 2019). 

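Supplementary Data S1 lists 385 pairs of a TF and a tissue, with 169 TFs in 14 tissues, and the deposited expression table holds all of these TFs. Of the pairs, 259 passed the filter on low values. With limma, 0 of them were past the limit on the adjusted p, and 24 had an unadjusted p under 0.05. The test on pooled reads called the TF in 100 of the 385 pairs.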

Taking the alteration trends of hDEGs as input, CIE returned the TFs predicted with significantly increased or decreased activity at the estrus phase for individual tissues (Supplementary Data S1). 

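Across the 385 pairs, the log2 fold change of the TF and the direction of its activity in the paper's table had a Spearman's rho of 0.598. Exchanging the activities within each tissue gave no rho as large in 100000 draws (permutation test, one-sided, p = 1e-05, the smallest it can give). The different shares of increased activity among tissues gave a rho of 0.0779 alone. The sign of the log2 fold change matched the activity in 284 pairs, or 73.8%. The alternative that moved rho most was leaving out replicate 3 of every group, with a rho of 0.402. With the signed log10 of the activity's q-value in place of its direction, used for 9 tissues, rho was 0.725 over 173 pairs. Leaving out single tissues gave no rho below 0.564. The activities come from the DEGs of the same libraries, and pairs share TFs and tissues, so the pairs are not independent.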

As expected, the expression fold change of these functional TFs is strongly positively correlated with their activity of downstream transcriptional regulation (Spearman’s correlation coefficient = 0.622, *p*-value = 7.02e-40; Figure 3A). Furthermore, we found the TFs tend to act in a tissue-specific manner, that is to say, despite the same TF could be oppositely regulated in different tissues (Supplementary Data S1), which may partly explain the phenomenon described in Figure 1D. 

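Of the 104 TFs listed in more than 1 tissue, 57 had increased activity in some tissues and decreased activity in others. The mean log2 fold change of the TF was higher in the tissues with increased activity for 52 of these 57. Exchanging the activities within tissues gave a median of 35 such TFs (permutation test with 2000 draws, one-sided, p = 0.0005, the smallest it can give). The paper proposes that this tissue-specific action may partly explain the modules in Figure 1D.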

We also noticed that the ECTTs exhibit much more functional TFs in comparison with the other tissues (Figure 3B). Therefore, we focused on the ECTTs and identified 13 TFs shared by at least four ECTTs as the key TFs involved in estrous cycle (Figure 3C). 

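The 6 target tissues hold 320 of the paper's 385 pairs and the other tissues 65. The log2 fold change of the TF in the deposited values had the sign of the activity for 55 of 69 TFs in aorta, 40 of 69 in WAT, 47 of 62 in stomach, 45 of 53 in uterus, 24 of 34 in ovary and 29 of 33 in duodenum. In vein, which has the most TFs outside the target tissues, the sign matched for 16 of 25. Over the 6 target tissues alone, rho between expression and activity was 0.624.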

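The 13 TFs in Figure 3C form 55 pairs with the target tissues in which the paper lists an activity. The sign of the log2 fold change matched the activity in 45 of them. Of the 41 pairs that passed the filter on low values, 0 were past the limit on the adjusted p with limma and 2 had an unadjusted p under 0.05, while the test on pooled reads called 15 of the 55. The values of the phases did not overlap in 7 of the 55 pairs. The largest rise was that of Zfp750 (Entrez Gene 319530) in uterus, with 7.60 ± 9.88 FPKM (SD, n = 3) in estrus and 0.49 ± 0.236 in diestrus (log2 fold change 1.87, standard error 0.79, adjusted p = 0.897). Ikzf1 (Entrez Gene 22778) was higher in duodenum, by 1.30 (standard error 0.52, adjusted p = 0.368), and lower in aorta, by -0.93 (standard error 0.43, adjusted p = 0.933), in the direction of its listed activities. In duodenum it had 11.7 ± 10.2 FPKM (SD, n = 3) in estrus and 3.23 ± 0.613 in diestrus, a wide spread in estrus. Duodenum estrus replicate 1 also stood apart in B cell genes, with 10 of 10 at least 1 log2 unit above every other duodenum library. In aorta Ikzf1 had 0.83 ± 0.508 FPKM in estrus and 2.71 ± 2.02 in diestrus. Srf in uterus had a log2 fold change of -0.81 (standard error 0.35, adjusted p = 0.897). Gabpa and Atf2 stayed between -0.12 and 0.08 in the tissues where they are listed.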

Accordantly, most of these key TFs, including ATF2, NR2F2, FOXA1, FOXA2, GATA3, KLF5, SFR and GRHL2, have been shown to interact with estrogen/progesterone receptor signaling pathways (Guo et al., 2010; Liu et al., 2011; Chi et al., 2019; Fitzgerald et al., 2019; Jiang et al., 2019; Giannoudis et al., 2020; Guo et al., 2020; Wu et al., 2020; Zhou et al., 2020), reflecting their important roles in transcriptional regulation during the estrous cycle.

**FIGURE 3:**
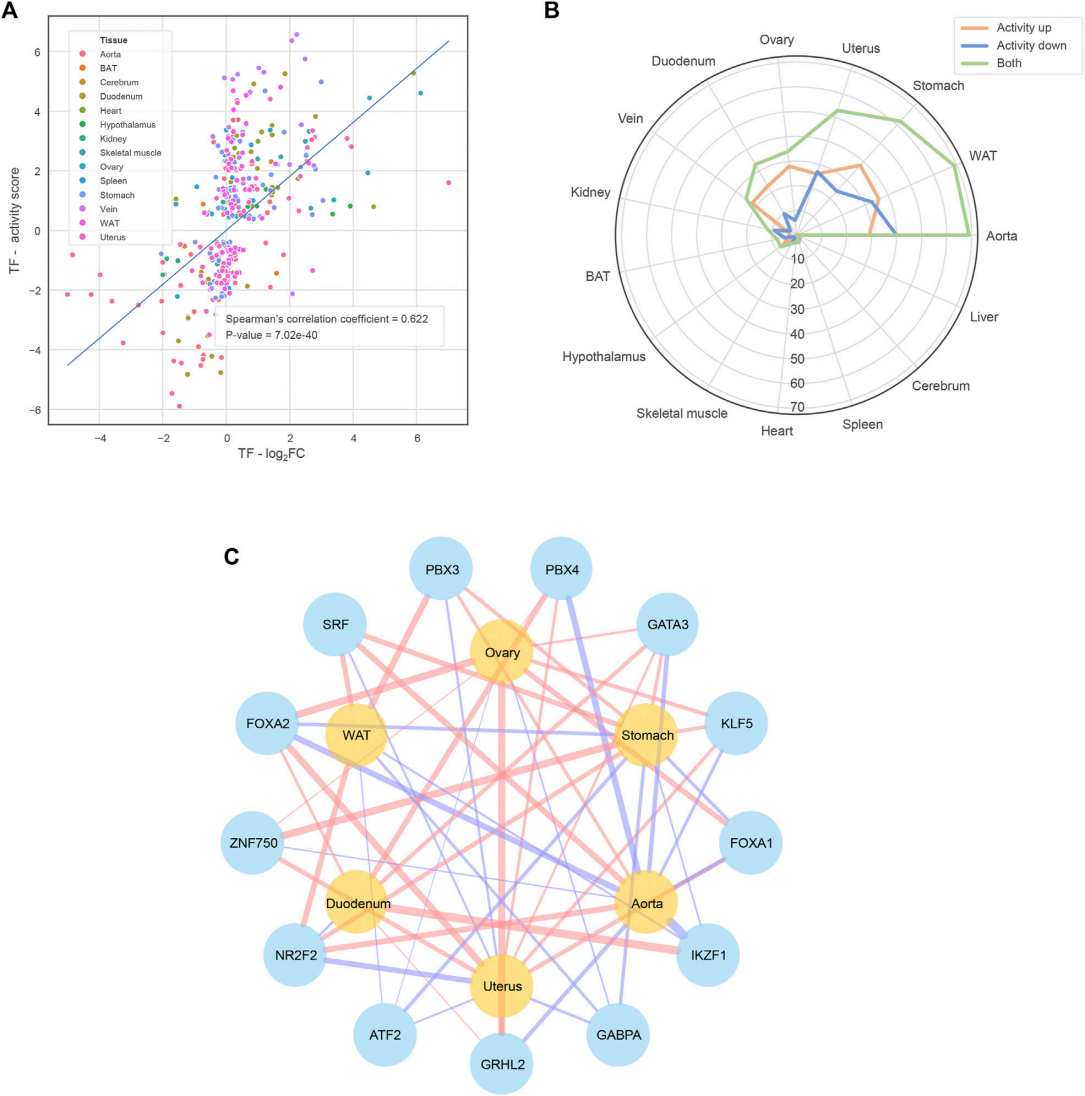
Functional TFs identified by the CIE tool **(A)** The strong positive correlation between the functional TFs’ expression abundance fold change and downstream transcriptional regulation activity. The transcriptional regulation activity is quantified by shrunk CIE q-value, namely the activity score of the *y*-axis **(B)** The number of functional TFs of each tissue **(C)** The TFs shared by at least four ECTTs. The red/blue TF-tissue links mean that the TFs exhibit significantly increased/decreased activity in corresponding tissues when comparing estrus *versus* diestrus and the link width shows the activity score defined in the subplot **(A)**

### 3.3 Comparative analysis of transcriptomic alteration signatures characterizes the effects of estrus and diestrus on individual tissues

To further characterize the effects brought by estrus/diestrus on each tissue, we introduced a computational approach based on the transcriptomic alteration signature (TAS), which is defined as log_2_ (fold change)-based array that profiles the whole transcriptomic alteration. Briefly, we manually curated and annotated 1,263 TASs of various physiological and pathophysiological states. 

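The values of the curated TASs were not at hand, so the estrus side of the comparison was examined on its own. For each tissue, one TAS was made from 1 estrus and 1 diestrus library and another from a different estrus and a different diestrus library, and the Spearman correlation of the 2 across genes was averaged over all 18 such combinations. Genes are not independent replicates. This mean rho was 0.304 in skeletal muscle, 0.286 in BAT, 0.260 in duodenum, 0.192 in vein and 0.175 in hypothalamus. In these 5 tissues it was above 0.1, the limit the paper set for correlations between its TASs and the curated ones. In each of them it was also the highest among the 10 ways to split the 6 libraries into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest it can give). The paper's limit was for TASs from 3 libraries per phase, and these come from 1. A value below 0.1 here therefore does not show that a tissue misses that limit. The value of BAT includes estrus replicate 3, a library of 0.0746M reads, and was not computed without it. Over the 15 tissues the median of the mean rho was 0.0831 and the lowest value -0.0583, in cerebrum. With Pearson's r in place of Spearman's rho, hypothalamus had 0.0852, below the limit and with rank 2 among the splits, and vein 0.156 with rank 2. Ovary, with 0.0831 by rho, had 0.193 with rank 1, and WAT, with 0.0832, had 0.152. Duodenum had rank 2 with a pseudocount of 0.1 (0.240) and with genes of a mean of at least 5 FPKM (0.235). With these genes stomach had 0.119, against 0.0965.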

Then, we conducted a TAS comparative analysis where the Spearman’s correlation coefficients (SCCs) between the estrus-induced TASs and the curated TASs from the same tissue origin were calculated so that the physiological changes and beneficial/deleterious effects brought by estrus/diestrus could be rationally inferred (See “Materials and Methods” for detail). In this section we emphasize on the results of reproductive organs (ovary and uterus) and cardiovascular system (aorta, vein and heart) (Figure 4).

**FIGURE 4:**
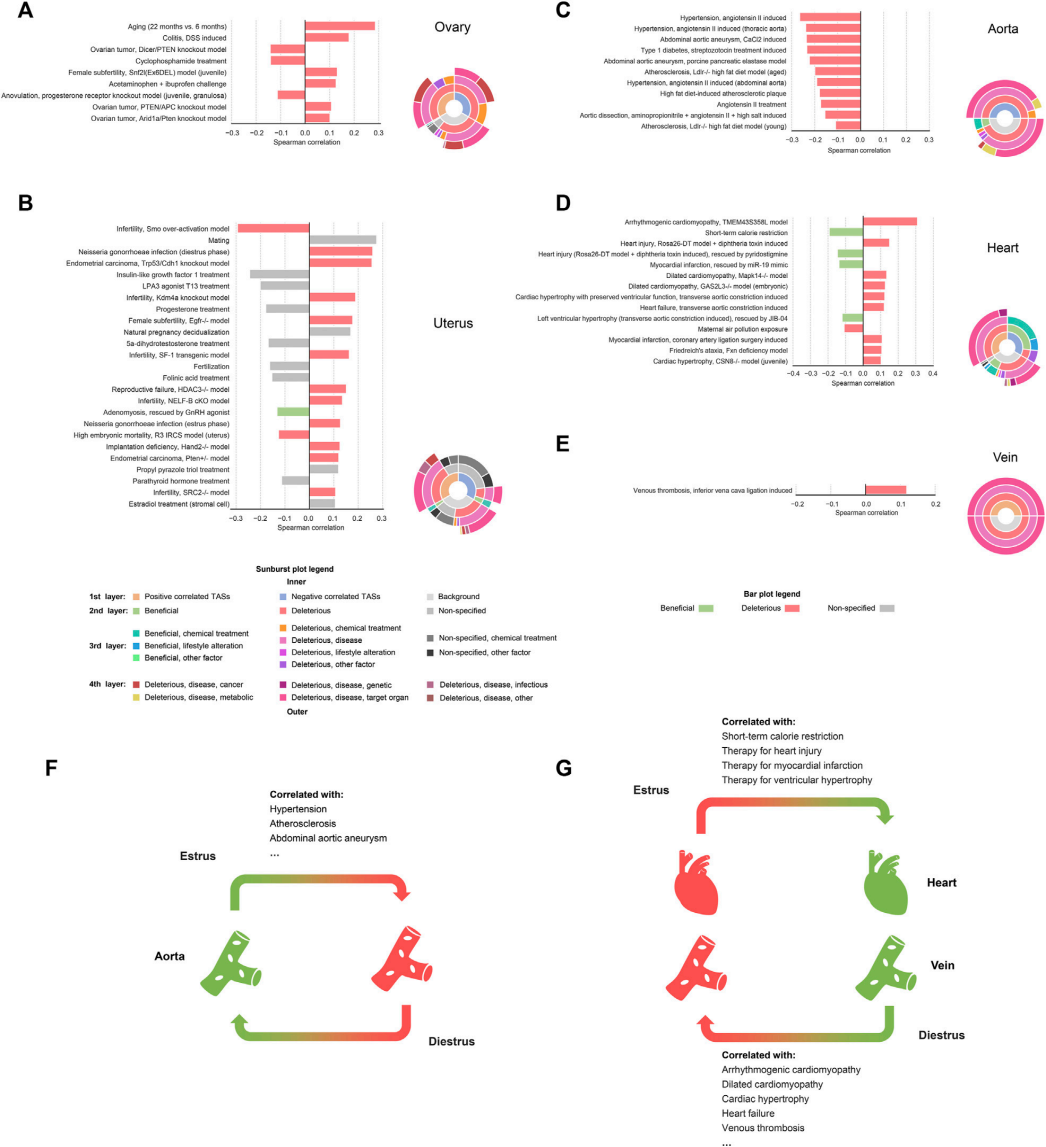
Significantly correlated relationships between estrus-induced TASs and curated TASs in reproductive tissues and cardiovascular tissues. Significantly correlated relationships in reproductive tissues and cardiovascular tissues **(A)** ovary **(B)** uterus **(C)** aorta **(D)** heart and **(E)** vein. Bar plots illustrate the curated TASs that are significantly correlated with the estrus-induced TASs in corresponding tissues (|SCC| ≥ 0.1). Sunburst plots show the hierarchical affiliation relationships among the multi-level labels of the positively correlated TASs, the negatively correlated TASs and the background. During the estrous cycle **(F)** the estrus phase is more protective to aorta while **(G)** the diestrus phase is more protective to heart and vein.

The TAS comparative results of ovary and uterus provided some valuable information (Figures 4A, B). Firstly, there is a positive correlation between the estrus-induced TASs and the disease models’ TASs of infertility caused by luteinization failure (Snf2l-Ex6DEL model: SCC = 0.131, *p*-value = 2.96e-61) or decidualization failure (Kdm4a knockout model: SCC = 0.189, *p*-value = 1.01e-122; Egfr−/− model: SCC = 0.177, *p*-value = 5.02e-109; SF-1 transgenic model: SCC = 0.163, *p*-value = 1.29e-91; Hdac3−/− model: SCC = 0.151, *p*-value = 3.64e-79). 

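The mean rho between estrus-induced TASs made from different mice was 0.0831 in ovary and 0.0192 in uterus. In each of the 2 tissues, 4 of the 10 splits of the 6 libraries gave a mean rho as large (exact permutation test, one-sided, p = 0.4). Leaving out 1 library changed the TAS most for estrus replicate 3 in both tissues, with a rho against the full TAS of 0.741 in ovary and 0.750 in uterus. Across 12776 genes, the estrus-induced TASs of ovary and uterus had a rho of 0.249 with each other.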

During the estrus-diestrus transition, the corpus luteum is newly formed in ovary and begins to secret abundant progesterone. Meanwhile under the action of progesterone, endometrium is remodeled to get ready for pregnancy (Billhaq et al., 2020). Thus, both ovary and uterus have more fertile characteristics in diestrus than estrus, indirectly supporting the positive correlation between estrus and infertility. However, as for the infertile model induced by Smo over-activation, a negative relationship was observed (SCC = -0.294, *p*-value < 1e-300). Unlike the other ones, this model leads to infertility not by directly disturbing the luteinization or the decidualization, but by deforming the uterus morphology *via* excessively amplifying the hedgehog signaling (Franco et al., 2010). 

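In uterus, limma called 0 of the hedgehog genes Ihh, Ptch1 and Gli1 past the limit on the adjusted p over all genes, with an adjusted p of 0.897 for each. At an unadjusted p under 0.05 there were 2, Ptch1 and Gli1, and adjusted over the list alone there were the same 2, each with an adjusted p of 0.031. Ihh (Entrez Gene 16147) had 0.39, 54.54 and 14.48 FPKM in estrus and 55.20, 83.25 and 42.65 in diestrus, a log2 fold change of -2.48 (standard error 1.21, p = 0.0808 unadjusted, exact permutation test, two-sided, p = 0.2). Gli1 (Entrez Gene 14632) had 1.10, 24.45 and 2.75 FPKM in estrus and 35.93, 21.70 and 69.45 in diestrus, a log2 fold change of -2.73 (standard error 0.92). Ptch1 (Entrez Gene 19206) had 7.72 ± 2.36 FPKM (SD, n = 3) in estrus and 19.6 ± 9.60 in diestrus, a log2 fold change of -1.18 (standard error 0.38). Of Ihh, Dhh, Ptch1 and Gli1, only Ptch1 had values that did not overlap between the phases (exact permutation test, two-sided, p = 0.1). Dhh was below the filter, with 0.377 ± 0.289 FPKM in estrus and 1.07 ± 0.393 in diestrus.

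Single libraries decided the adjustment over the list. Without estrus replicate 1, estrus replicate 3, diestrus replicate 1 or diestrus replicate 3, the number of genes past the limit over the list alone was 0. In one fit of all 90 libraries all 3 tested genes were past the limit over all genes, and the test on pooled reads called these 3 and Dhh. That fit takes one spread from all tissues, with a standard error of 0.35 for Gli1 against 0.92 within uterus.

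**Figure D2:**
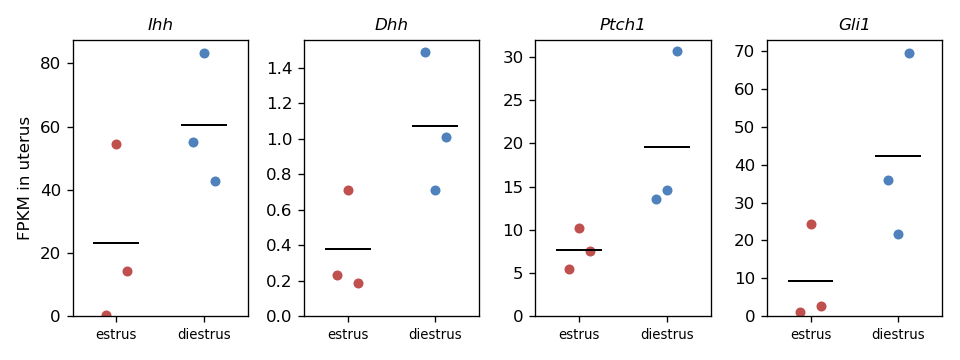
FPKM of 4 hedgehog genes in the uterus of 3 mice in estrus and 3 in diestrus; each point is a library and each line the mean of its phase, and the vertical axes differ between genes. For Ihh, the highest estrus value of 54.54 lies above the lowest diestrus value of 42.65.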

In our data, however, a weakened hedgehog signaling was witnessed in uterus when comparing estrus with diestrus, where several upstream genes including Ihh, Dhh, Ptch1, *P*th2 and Gli1 are all significantly down-regulated, resulting in the exceptional negative correlation. The estrus-induced TASs also exhibit a positive relationship with mating behavior (SCC = 0.275, *p*-value = 1.65e-163) and a negative relationship with anovulation (SCC = -0.113, *p*-value = 3.67e-48) respectively in uterus and ovary, in line with the phenomenon of mating receptivity and ovulation at the estrus phase. Interestingly, the estrus-induced TASs are also found to be positively correlated with inflammatory and infectious TASs such as colitis (SCC = 0.179, *p*-value = 2.62e-291) and gonorrheal infection (SCC = 0.259, *p*-value = 1.09e-254), which may relate to the inflammation-like responses during the peri-ovulatory period, where both follicles and uterus are infiltrated with leukocytes (Westwood, 2008; Duffy et al., 2019). There are also several meaningful TASs about hormonal treatment presented in uterus. Specifically, in accordance with the strong stimulus of estrogen at the estrus phase, the treatment of propyl pyrazole triol, an estrogen selective to estrogen receptor alpha (SCC = 0.119, *p*-value = 2.81e-49), and estradiol, the major type of estrogen (SCC = 0.106, *p*-value = 2.25e-41), are both positively associated with estrus. By contrast the progesterone treatment shows a negative correlation as expected (SCC = -0.178, *p*-value = 2.32e-58). 

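A list of genes of the progesterone response in uterus, written and tested like the list of estrogen-responsive genes, was lower in estrus, with 2 of its 19 tested genes higher and a mean log2 fold change of -1.46 (adjusted p = 3e-08 from limma's camera over the 75 tests of gene lists). The mean log2(FPKM + 1) over the list was 2.79 ± 0.65 (SD, n = 3) in estrus and 4.24 ± 0.56 in diestrus, without overlap of the phases. The list holds hedgehog genes, Ihh, Ptch1 and Gli1 among them, so the result is not independent of theirs. The most abundant genes of the list in uterus were Sox17, with a log2 fold change of -1.09, Gata2, with -1.37, and Hoxa10, with -1.95, none of them past the limit on the adjusted p. Outside uterus, the list was also called in vein, where 0 of 11 genes were higher and the mean was -0.49 (adjusted p = 0.0038). Fry called the list in neither tissue. Drawn splits of the libraries gave a median of 13 camera calls over the 5 lists, against 10 for the real split. Both adjusted p may therefore be far too low. The progesterone receptor gene Pgr (Entrez Gene 18667) had 11.58, 68.77 and 10.25 FPKM in estrus and 53.52, 98.67 and 32.71 in diestrus in uterus (log2 fold change -1.40, standard error 0.76, adjusted p = 0.897).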

Besides, the administration of LPA3 agonist T13 (SCC = -0.201, *p*-value = 6.23e-132) and five alpha-dihydrotestosterone (SCC = −0.168, *p*-value = 3.35e-52), which are capable of synergizing with progesterone (Hama et al., 2006; Babayev et al., 2017), are also negatively correlated with estrus. It should be noted that even though many correlated TASs mentioned above are labeled with “deleterious”, they may just reflect the physiological differences of reproductive tissues between estrus and diestrus rather than real harms in consideration of reproductive tissues’ particularity. Nevertheless, some other correlated TASs may be indicative of potential risks brought by estrus. For instance, ovarian cancer (Pten/Apc knockout model: SCC = 0.107, *p*-value = 9.35e-41; Arid1a/Pten knockout model: SCC = 0.101, *p*-value = 2.71e-24) and endometrial cancer (Trp53/Cdh1 knockout model: SCC = 0.256, *p*-value = 1.03e-191; Pten ± model: SCC = 0.120, *p*-value = 2.92e-39) were found to be positively associated with estrus. Indeed, the increased number of ovulations is widely considered as a risk factor of reproductive cancers (Purdie et al., 2003; Reis and Beji, 2009; Zucchetto et al., 2009; Ali, 2013; Trabert et al., 2020), where more ovulations mean more exposure to proinflammatory environment for ovary and proliferous stimulus for uterus. We also discovered an indication of aging from the estrus-induced TAS of ovary (SCC = 0.286, *p*-value = 2.62e-291), which may be connected with the declining ovarian function along with incessant ovulations.

As for the cardiovascular tissues, namely aorta, heart, and vein, we observed obvious beneficial and deleterious tendencies from the correlated TASs (Figures 4C–E). Specifically, in aorta, the estrus-induced TAS is strongly negatively correlated with the TASs of disease models of hypertension (SCC = -0.265, *p*-value = 8.78e-121), atherosclerosis (SCC = -0.199, *p*-value = 8.41e-114), abdominal aortic aneurysm (CaCl2 induced: SCC = -0.236, *p*-value = 1.41e-182; porcine pancreatic elastase model: SCC = −0.223, *p*-value = 1.62e-161) and so on, indicating that estrus is more beneficial to aorta relative to diestrus (Figure 4F). 

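In aorta, the mean rho between estrus-induced TASs made from different mice was -0.000685, and 5 of the 10 splits of the 6 libraries gave a value as large (exact permutation test, one-sided, p = 0.5). Without estrus replicate 1, the TAS of aorta had a rho of 0.360 with the TAS from all 6 libraries, the lowest such value of any tissue and library. The highest rho with 1 aorta library left out was 0.969. Across genes, the TAS of aorta had a rho of 0.0703 with that of heart and of -0.301 with that of vein. From the negative correlations with the TASs of vascular disease models, the paper reasons that estrus is more beneficial to aorta than diestrus.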

In consideration of the strong stimulus of estrogen at the estrus phase, this result is in line with the vascular protective effects of estrogen proposed by many studies (Ailawadi et al., 2004; Xue et al., 2007; Meng et al., 2021). But surprisingly, contrary to aorta, relatively deleterious effects of estrus were observed in heart, where the TASs of cardiopathy models such as arrhythmogenic cardiomyopathy (SCC = 0.309, *p*-value = 8.20e-274), dilated cardiomyopathy (Mapk14−/− model: SCC = 0.134, *p*-value = 5.26e-57; GAS2L3−/− model: SCC = 0.126, *p*-value = 1.01e-50), cardiac hypertrophy (SCC = 0.123, *p*-value = 3.24e-52) and so on clearly positively correlate with the estrus-induced TAS, while the TASs of therapies towards heart injury (SCC = -0.146, *p*-value = 1.05e-73), myocardial infarction (SCC = -0.137, *p*-value = 9.98e-66) and left ventricular hypertrophy (SCC = -0.119, *p*-value = 5.76e-46) show negative correlation. Moreover, the only one TAS curated for vein, namely venous thrombosis (SCC = 0.118, *p*-value = 4.85e-50), is positively correlated with estrus, exhibiting relatively deleterious implication as well (Figure 4G). 

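The estrus-induced TASs of heart from different mice had a mean rho of 0.0519. Of the 10 splits of the 6 heart libraries, 2 gave a value as large (exact permutation test, one-sided, p = 0.2). With 1 library left out, the TAS kept a rho of at least 0.871 with the TAS from all 6.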

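In vein, the TAS kept a rho of at least 0.894 with the full TAS when 1 library was left out, and the real split gave the highest mean rho of the 10 splits. The TASs of heart and vein had a rho of -0.160 with each other across 11209 genes.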

In fact, although some cardiovascular protective mechanisms of estrogen have been revealed (Mahmoodzadeh et al., 2014; Pedram et al., 2016), unopposed estrogen treatment also controversially shows risks of arrhythmia, sudden cardiac death and venous thrombosis in animal experiments and hormonal therapy studies (Canonico et al., 2007; Odening et al., 2012; Yan et al., 2013), which are in high agreement with our results. What’s more, the relatively deleterious implication of estrus on heart and vein also means the relatively beneficial implication of diestrus. Indeed, as the most representative hormone of diestrus, progesterone is also shown to be protective to cardiovascular system (Thomas and Pang, 2013) and more importantly, likely to overcome the side effects of estrogen (Tchaikovski and Rosing, 2010; Odening et al., 2012), further supporting our results. In addition, through the TAS comparative analysis, BAT and stomach are also observed getting more benefits from the estrus, while liver, kidney, skeletal muscle and WAT receive more protection from the diestrus (Supplementary Material; Supplementary Figures S7,S8). That is to say, estrus and diestrus could exert asynchronous protective influences on different subsets of tissues, respectively. 

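Outside the reproductive and cardiovascular tissues, the mean rho between TASs from different mice was 0.0965 in stomach, 0.0562 in liver, -0.0520 in kidney and 0.0832 in WAT. A value as large came from 3 of the 10 splits in stomach and in WAT, from 2 in liver and from 7 in kidney. With 1 library left out, the lowest rho with the full TAS was 0.612 in BAT, without estrus replicate 3, and 0.698 in kidney, also without estrus replicate 3.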

In other words, there exists a phenomenon of phase-to-tissue specific protection (PTSP) during the estrous cycle.

The PTSP phenomenon also indicates that specific phases of estrous cycle could induce disease-resistant transcriptomic patterns in specific tissues, therefore the administration of disease-specific drugs, which could also induce anti-disease patterns, may exhibit enhanced efficacy when meeting the corresponding phase. To validate this point, in comprehensive consideration of the results of functional enrichment analysis, network centrality analysis and TAS comparative analysis, we prioritized the negative correlation between estrus and hypertension presented in aorta. In the next section, we experimentally explored whether the efficacy of anti-hypertensive drugs would be enhanced at the estrus phase *in vivo*.

### 3.4 Acebutolol and felodipine exhibit enhanced hypotensive effects in female rodents in estrus than in diestrus

We chose two prevailing anti-hypertensive drugs, felodipine and acebutolol. Female hypertensive mice (constructed by angiotensin-II infusion) and rats (purchased SHR model) in estrus and diestrus were treated with one dose gavage of acebutolol and felodipine, respectively, and then the blood pressure levels were monitored in the following 8 h. As a result, both drugs are significantly active in lowering the systolic blood pressure of the hypertensive rodents in estrus than those in diestrus (Figures 5A, C for mice; Figures 6A, C for rats). As for the diastolic blood pressure, the drug administration also exhibits slightly stronger hypotensive effects in estrus (Figures 5B, D for mice; Figures 6B, D for rats), and the difference is prominently significant in the felodipine-SHR combination (Figure 6D). What’s more, the results are also repeatable in normotensive rodents (Supplementary Figures S11, S12). Therefore, it could be concluded that the hypotensive effects of acebutolol and felodipine are indeed enhanced in the female rodents in estrus than in diestrus, decently supporting our bioinformatics prediction.

**FIGURE 5:**
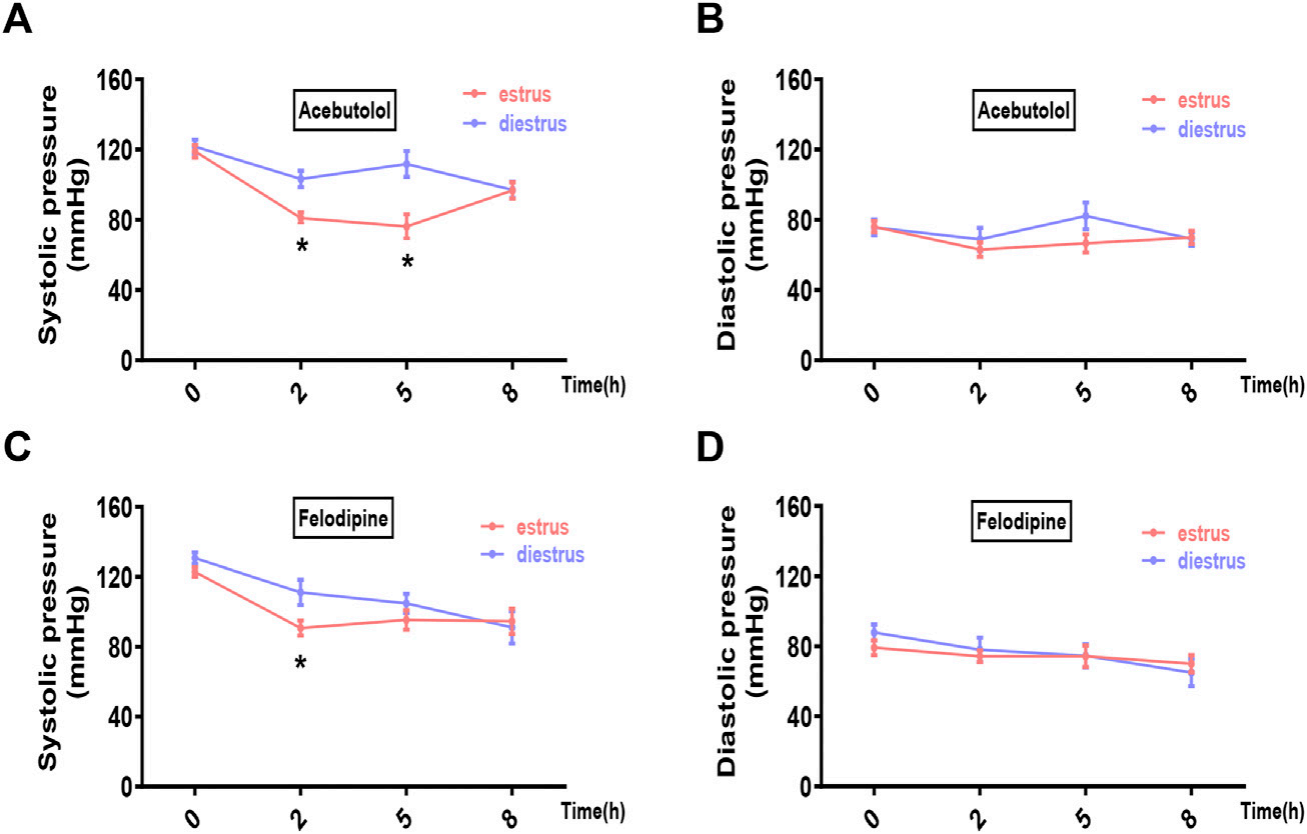
Acebutolol and felodipine exert stronger hypotensive effects on hypertensive mice in estrus than in diestrus. Hypertensive female mice were constructed *via* the subcutaneously infusion of angiotension-II for 2 weeks. Mice in estrus and diestrus were orally treated with acebutolol (2 mg/kg body weight) and felodipine (5 mg/kg body weight), respectively, and then blood pressure levels were monitored in the following 8 h (0, 2, 5, 8 h) **(A)** Systolic blood pressure and **(B)** diastolic blood pressure after acebutolol treatment **(C)** Systolic blood pressure and **(D)** diastolic blood pressure changes after felodipine treatment. *p*-values were determined by two-way ANOVA followed by Bonferroni correction, the values ≤0.05 were considered statistically significant. N = 8, *p-value ≤0.05.

**FIGURE 6:**
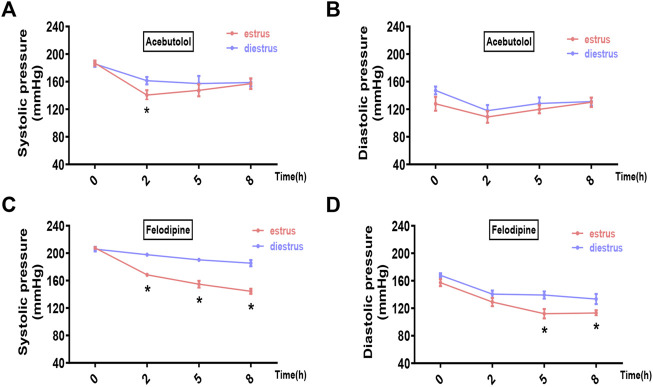
Acebutolol and felodipine exert stronger hypotensive effects on hypertensive rats in estrus than in diestrus. Female SHR rats in estrus and diestrus were orally treated with acebutolol (50 mg/kg body weight) and felodipine (30 mg/kg body weight), respectively, and then blood pressure levels were monitored in the following 8 h (0, 2, 5, 8 h) **(A)** Systolic blood pressure and **(B)** diastolic blood pressure changes after acebutolol treatment **(C)** Systolic blood pressure and **(D)** diastolic blood pressure changes after felodipine treatment. *p*-values were determined by two-way ANOVA followed by Bonferroni correction, the values ≤0.05 were considered statistically significant. N = 8, *p-value ≤0.05.

## 4 Discussion

In this work, we generated a transcriptomic landscape covering 15 tissues dissected from estrus mice and diestrus mice and hereby conducted comprehensive analyses to investigate estrous cycle. Firstly, functional enrichment analysis of hDEGs shows that 10 tissues are responsive to the estrogen fluctuation between estrus and diestrus, reflecting the widespread influences of estrous cycle. Besides, neuro-functions, immuno-functions, blood coagulation and so on are also widely regulated, but the regulation could be mild except in vasculature because the hDEGs tend to be randomly distributed and even marginal in the molecular signaling network. To uncover the underlying mechanism of the transcriptional alteration, then we handpicked 13 key TFs of estrous cycle by means of the CIE tool, most of which can be supported by previous publications. Next, we carried out TAS comparative analysis to further characterize the changes of individual tissues during the estrous cycle. We firstly discussed about the reproductive tissues, namely ovary and uterus. The results are indicative of estrus’ and diestrus’ hallmarks, including estrogen stimulus, inflammation-like responses, ovulation and sexual impulse at the estrus phase as well as progesterone stimulus and fertile characteristics at the diestrus phase. Then we surveyed the other tissues and tried to recognize relatively beneficial and deleterious implications of estrus and diestrus. As a result, we discovered the PTSP phenomenon, where aorta, BAT and stomach are more protected by the estrus, while heart, liver, kidney, skeletal muscle, vein and WAT are more protected by the diestrus.

If the PTSP is homologous in human, then it is of great significance in woman precision medicine. Specifically, because different phases of reproductive cycle could result in different transcriptomic patterns (i.e., disease-resistant or disease-sensitive) in tissues, the possible phase-dependent drug efficacy should be considered in the clinical treatments towards pre-menopausal women. In this work, inspired by the prominent negative correlation between estrus and hypertension observed in aorta, we experimentally validated the synergy between estrus and two hypotensive drugs, felodipine and acebutolol, in both hypertensive and normotensive models. Therefore, to more precisely cure the pre-menopausal hypertensive patients, it may be proper to adaptively adjust the dosages of hypotensive drugs, where lower dosages during the peri-ovulatory period (which is homologous to estrus) are suggested to avoid possible hypotensive side-effects. It should be noted that although there exist differences in the post-ovulatory estrogen levels between human and rodents, their peri-ovulatory periods are both marked with nearly strongest estrogen stimulus at least, indicating similar physiological characteristics at the peri-ovulatory period. In addition to hypertension, the TAS comparative results also outline many other diseases such as arrhythmogenic cardiomyopathy, non-alcoholic fatty liver disease and type 2 diabetes. It could be speculated that the efficacy of the drugs for curing these diseases may be also fluctuant along during the reproductive cycle, which deserves to be further investigated in the future.

The PTSP phenomenon could also provide clues for the optimization of hormonal therapy (HT). It is well-known that the reproductive period/cycle could play a body protective role because the post-menopausal females bear significantly increased risks of CVDs, metabolic syndrome and so on than the pre-menopausal females in either human or animal models (Rosano et al., 2007; Maltais et al., 2009; Brady, 2015; Brooks et al., 2016; Muka et al., 2016; El Khoudary, 2017). The protection is considered to be closely associated with female hormones, especially estrogen, because peri- and post-menopause are featured with severe hormonal dysregulation and deficiency. Based on this principle, many HT clinical researches have been organized to investigate whether hormonal treatment is effective in post-menopausal disease prevention (Chester et al., 2018; El Khoudary et al., 2020). So far, some researches have revealed the efficiency of HT in preventing cardiovascular diseases in early menopausal women (Barrett-Connor and Bush, 1991; Hodis et al., 2016), but there are also researches reporting neutral effects (Hulley et al., 1998; Miller et al., 2019) and even risks of cardiovascular events and venous thrombosis (Straczek et al., 2005; Manson et al., 2013; Iorga et al., 2017). Retrospectively, previous HT studies focused more on estrogen while progesterone only serves as an estrogen antagonist (Chester et al., 2018; El Khoudary et al., 2020). However, our results also underline the importance of progesterone because quite a few tissues, especially heart and vein, which have been shown to bear risks in estrogen-centric HT researches (Straczek et al., 2005; Manson et al., 2013; Iorga et al., 2017), are more protected by the progesterone-abundant diestrus. Furthermore, in consideration of the asynchronous protective effects on different tissues during the reproductive cycle, the overall protection provided by reproductive period is plausibly achieved by the dynamic equilibrium resulting from the alternated hormonal milieus. However, in previous HT studies, the components and daily dosages of hormonal treatment are always constant (Chester et al., 2018; El Khoudary et al., 2020). Therefore, to further optimize HT, it may be helpful to pay more attention on the progesterone and adjust the conventional scheme of constant hormonal treatment.

Nevertheless, there are still limitations in this work. For example, to approximately capture the transcriptomic changes, we only assigned triplicate for each tissue-phase group, which may be less powerful to control outliers. Although the samples are well-clustered (Figure 1B), it is still necessary to set more replicates in future in-depth researches. Besides, in the TAS comparative analysis, the genes with small fold change in the curated TASs may be randomly distributed, thus would disturb the SCCs and result in some false negative results. With the improvement of gene functional annotations, this issue could be properly addressed in the future by building TASs only considering the genes with clear physiological or pathological relations instead of the whole transcriptome. Finally, an important hypothesis of this work is that the human menstrual cycle is homologous to the rodent estrous cycle. However, there are still physiological differences between them. For example, the rodent estrous cycle only spends 4–5 days, but the human menstrual cycle lasts for about 1 month. Besides, in human, the corpus luteum is capable of secreting estrogen, therefore the estrogen level will slightly rise up again after ovulation, but the phenomenon is absent in rodents. These differences may hinder the generalization from the basic researches on female rodents to the clinical applications on women. Therefore, this work could only provide plausible clues for developing precision medicine strategies for pre-menopausal women, and extensive clinical researches are still required in the future.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus, accession number: GSE131172.

# Supplementary material for: A multi-tissue transcriptomic landscape of female mice in estrus and diestrus provides clues for precision medicine
**Source:** Front Cell Dev Biol. 2022 Dec 16;10:983712. doi: 10.3389/fcell.2022.983712
**Supplement:** Supplementary file 2

## *Supplementary Material*

### **1 Supplementary Text**

#### **1.1 The effects of estrous cycle on liver and adipose inferred from TAS comparative results**

In liver, the estrus-induced TAS are clearly positively correlated with the TASs of non-alcoholic fatty liver (SCC = 0.250, p-value =  $2.05 \times 10^{-168}$ ), liver infection (West Nile virus infection: SCC = 0.164, p-value =  $2.40 \times 10^{-54}$ ; Visceral leishmaniasis infection: SCC = 0.161, p-value =  $2.29 \times 10^{-80}$ ; etc.), liver cancer (MycTg + KrasG12D model: SCC = 0.185, p-value =  $1.01 \times 10^{-80}$ ; Pten<sup>-/-</sup> Shp2<sup>-/-</sup> model: SCC = 0.163, p-value =  $1.53 \times 10^{-55}$ ; etc.) and so on, while tend to be negatively correlated with the beneficial TASs of caloric restriction (SCC = -0.156, p-value =  $4.07 \times 10^{-81}$ ) and disease therapies (Supplementary Figure S7A). Previous studies have revealed that estrogen protects liver from hepatic steatosis, hepatitis, hypercholesterolemia and so on (Evans et al., 2002; Takeda et al., 2003; Lemieux et al., 2005), but in our results, diestrus, which is featured with progesterone, is more protective to liver relative to estrus, which is featured with estrogen. Unfortunately, few studies have reported progesterone's protectiveness to liver and more inconsistently, progesterone treatment is even shown to exacerbate drug-induced liver injury (Toyoda et al., 2011). One possible explanation is that, unlike the progesterone-treated liver, the liver in diestrus has underwent the estrogen stimulus before, so there may exist an unknown cross-time interaction between estrogen and progesterone which could produce more beneficial effects on liver. This hypothesis is required to be further investigated.

In BAT, estrus mimics many beneficial processes such as WAT browning (CL316243 treatment induced: SCC = 0.211, p-value =  $2.64 \times 10^{-140}$ ; Egr1<sup>-/-</sup> model: SCC = 0.127, p-value =  $3.91 \times 10^{-55}$ ), caloric restriction (SCC = 0.158, p-value =  $6.35 \times 10^{-83}$ ), physical exercise (SCC = 0.118, p-value =  $1.98 \times 10^{-38}$ ) and so on, meanwhile tends to negatively correlate with deleterious TASs of insulin resistance (Crls1<sup>-/-</sup> model: SCC = -0.251, p-value =  $2.98 \times 10^{-200}$ ; IR<sup>+/-</sup> IRS1<sup>+/-</sup> model: SCC = -0.174, p-value =  $2.39 \times 10^{-97}$ ), obesity (SCC = -0.225, p-value =  $1.83 \times 10^{-167}$ ), type 2 diabetes (SCC = -0.102, p-value =  $8.98 \times 10^{-34}$ ) and the like, exhibiting a salutary BAT activating pattern (Supplementary Figure S7B). The activation of BAT has anti-obesity effects because it is capable of enhancing metabolic rate and accelerating WAT consumption (Boon and van Marken Lichtenbelt, 2016). However, a clear obesity-sensitive pattern unexpectedly presents in the estrus-induced TAS of WAT (Supplementary Figure S7C). Therefore, estrous cycle's effects on adipose tissues could be sophisticated where BAT gets more benefits from the estrus, whereas WAT gets more benefits from the diestrus. The opposition deserves to be deeply investigated.

#### **1.2 The effects of estrous cycle on other tissues inferred from TAS comparative results**

In kidney, skeletal muscle and stomach, the TAS comparative results are less obvious to exhibit beneficial and deleterious implications, but from the sunburst plots, visible tendencies can be observed when comparing with background, where stomach is more protected by the estrus, while kidney and skeletal muscle are more protected by the diestrus (Supplementary Figure S8).

As for the others tissues, namely cerebrum, duodenum, hypothalamus and spleen, the TAS comparative results are ambiguous and even the sunburst plots are less informative to reflect beneficial and deleterious effects (Supplementary Figure S9-S10). This may be attributed to two

reasons: (1) The transcriptomic changes of these tissues during the estrous cycle may be indeed irregular. (2) Because these tissues are with extraordinarily complex biomechanisms, it may be less powerful to identify beneficial and deleterious implications only from the bulk transcriptomic alteration data. If so, the single cell sequencing technique may be efficient to profile more detailed changes of these tissues and is supposed to be considered in the future.

## References

- Boon, M.R., and van Marken Lichtenbelt, W.D. (2016). Brown Adipose Tissue: A Human Perspective. *Handb Exp Pharmacol* 233, 301-319. doi: 10.1007/164\_2015\_11.
- Evans, M.J., Lai, K., Shaw, L.J., Harnish, D.C., and Chadwick, C.C. (2002). Estrogen receptor alpha inhibits IL-1beta induction of gene expression in the mouse liver. *Endocrinology* 143(7), 2559-2570. doi: 10.1210/endo.143.7.8919.
- Lemieux, C., Phaneuf, D., Labrie, F., Giguere, V., Richard, D., and Deshaies, Y. (2005). Estrogen receptor alpha-mediated adiposity-lowering and hypocholesterolemic actions of the selective estrogen receptor modulator acolbifene. *Int J Obes (Lond)* 29(10), 1236-1244. doi: 10.1038/sj.ijo.0803014.
- Takeda, K., Toda, K., Saibara, T., Nakagawa, M., Saika, K., Onishi, T., et al. (2003). Progressive development of insulin resistance phenotype in male mice with complete aromatase (CYP19) deficiency. *J Endocrinol* 176(2), 237-246. doi: 10.1677/joe.0.1760237.
- Toyoda, Y., Miyashita, T., Endo, S., Tsuneyama, K., Fukami, T., Nakajima, M., et al. (2011). Estradiol and progesterone modulate halothane-induced liver injury in mice. *Toxicol Lett* 204(1), 17-24. doi: 10.1016/j.toxlet.2011.03.031.

## 2 Supplementary Figures

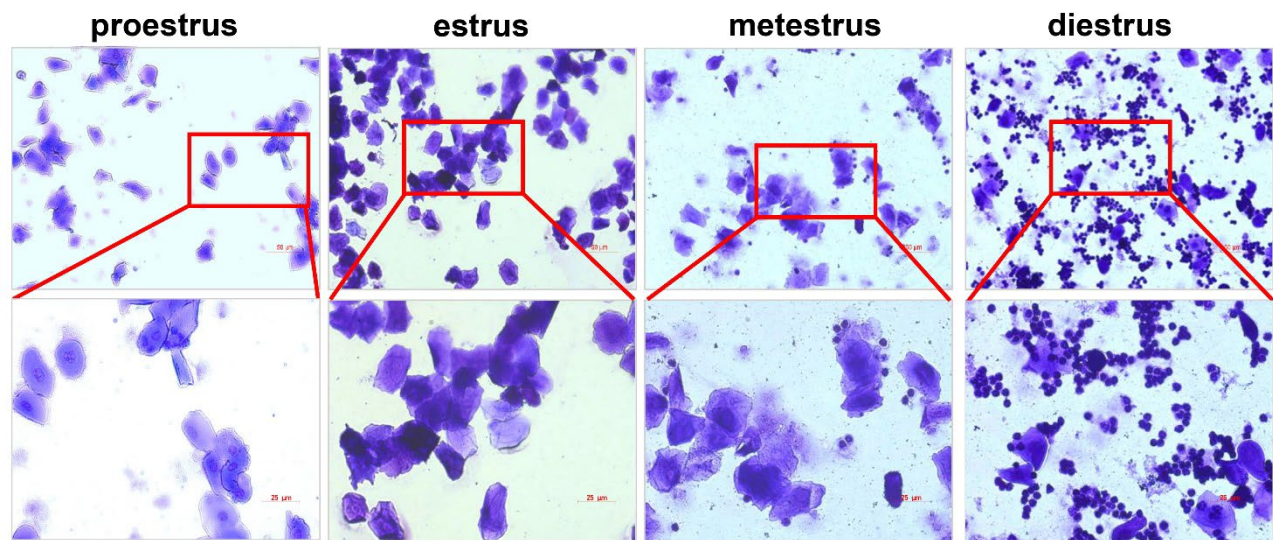

### **Supplementary Figure S1. Characterization of estrous cycle in female C57BL/6J mice.**

Representative images of methylene blue staining for mice vaginal epithelial cells in different stages: proestrus, nucleated epithelial cells; estrus, nucleated cornified cells; metestrus, consisting of leukocytes, cornified, and nucleated epithelial cells; and diestrus, predominantly of leukocytes, partly nucleated epithelial cells. N = 9. Scale bar: 50μm or 25μm.

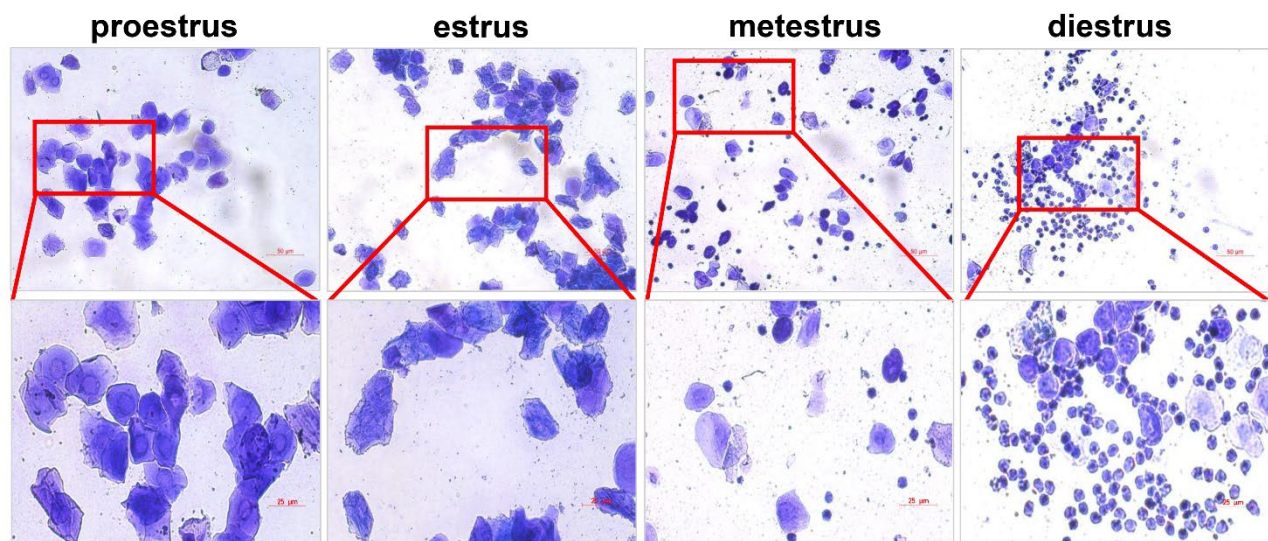

**Supplementary Figure S2. Characterization of estrous cycle in female SD rats.** Representative photomicrographs of vaginal images from female rats in four stages. N = 6. Scale bar: 50μm or 25μm.

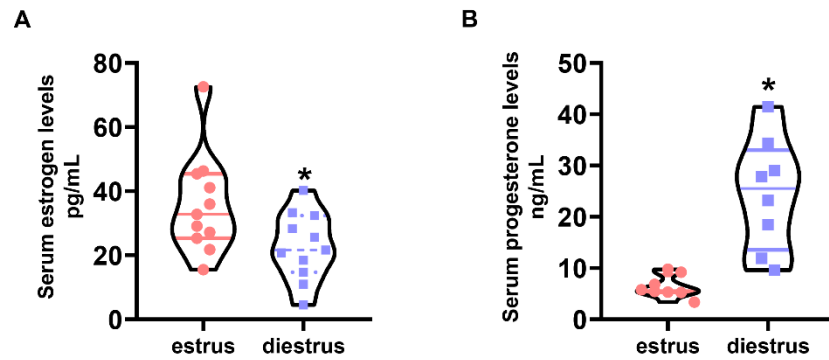

**Supplementary Figure S3. Serum estrogen and progesterone levels of mice in estrus and diestrus.** The internal canthus blood of mice was collected using heparinized capillaries tube. All samples were placed at room temperature for 2 hours followed by centrifugation for 20 minutes at  $1000 \times g$  ( $4^{\circ}\text{C}$ ). Serum estrogen and progesterone levels were quantified using Elisa Kits. (A) Serum estrogen levels of mice in estrus and diestrus.  $N = 11$ . (B) Serum progesterone levels of mice in estrus and diestrus. P-values were calculated by unpaired t-test.  $N = 8$ . \*p-value  $\leq 0.05$ .

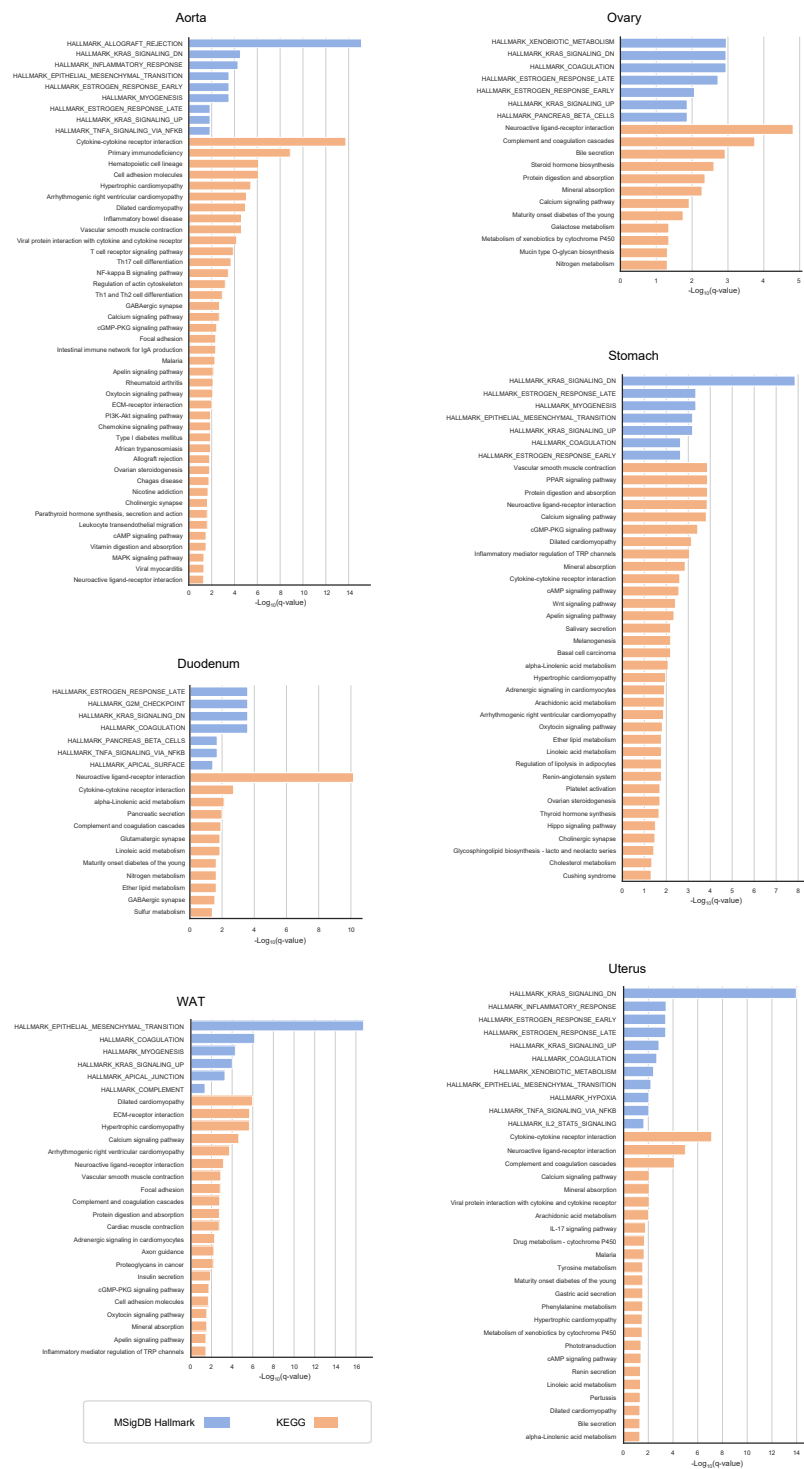

Supplementary Figure S4. KEGG and MSigDB Hallmark functional enrichment results of ECTTs.

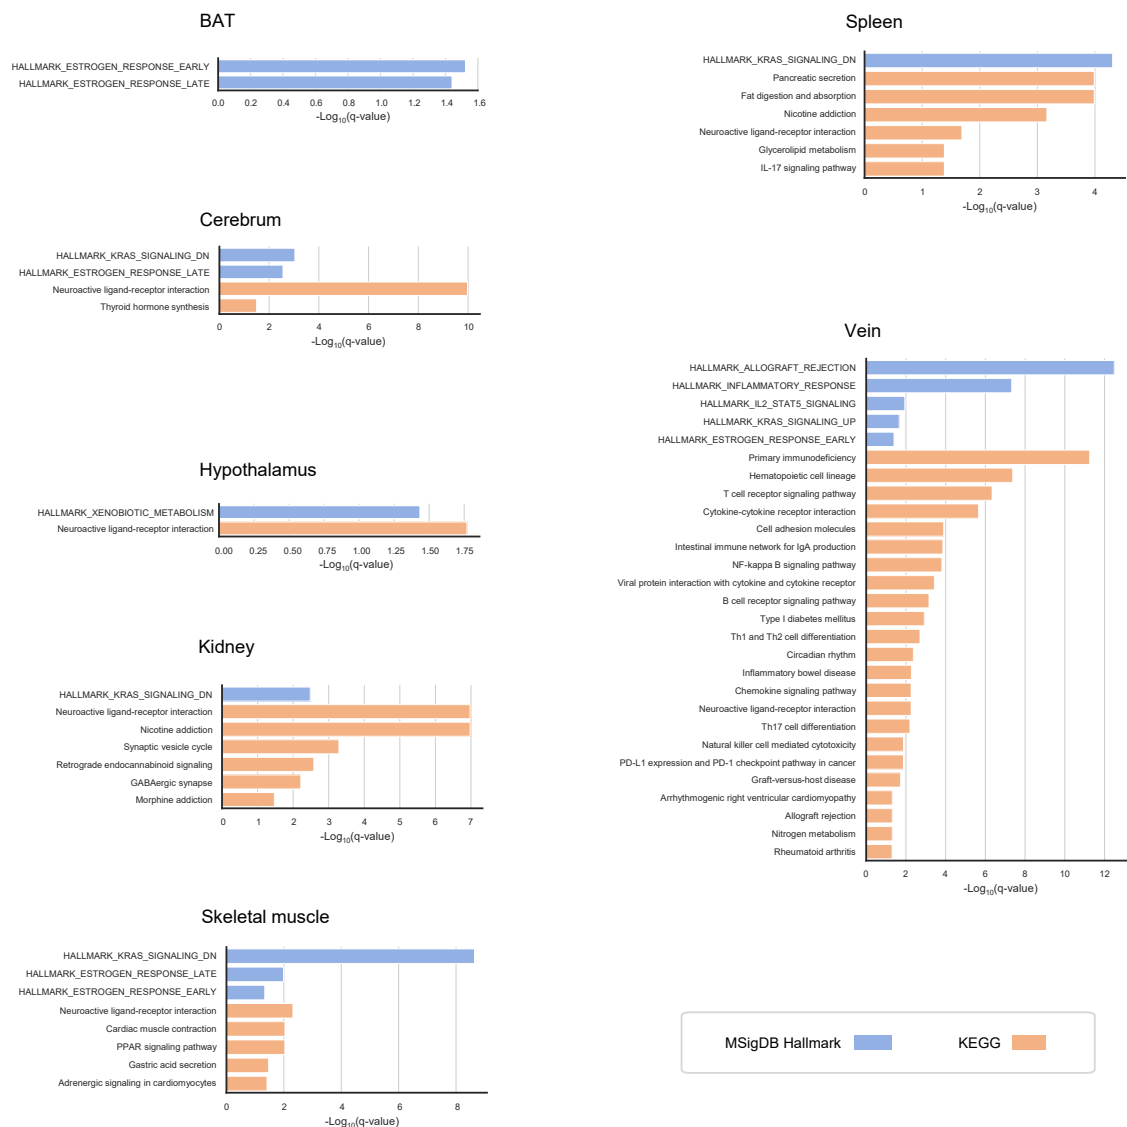

**Supplementary Figure S5. KEGG and MSigDB Hallmark functional enrichment results of non-ECTTs.**

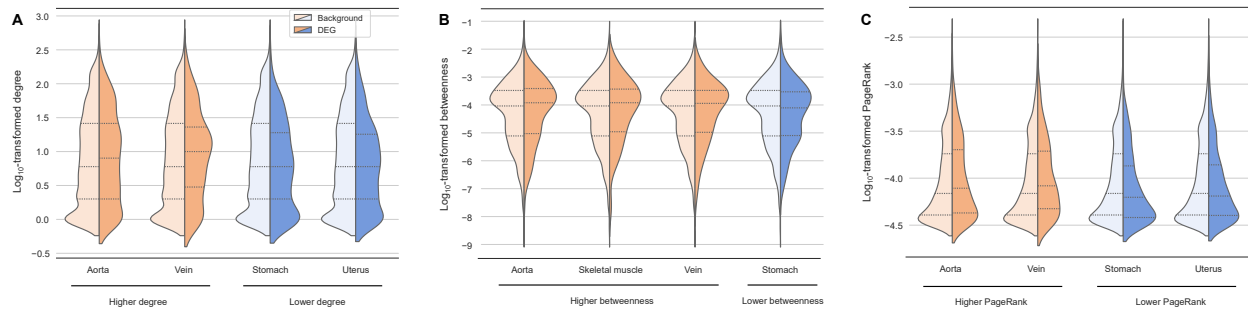

**Supplementary Figure S6. The tissues whose hDEGs are of significantly higher or lower hubness in comparison with background in the molecular signaling network.** Gene hubness was measured by three network centrality indices: (A) degree, (B) betweenness and (C) PageRank. The left half and the right half violin plot respectively show the hubness distribution of background and hDEGs, and the dash lines represent quartiles. The centrality indices are log<sub>10</sub>-transformed.

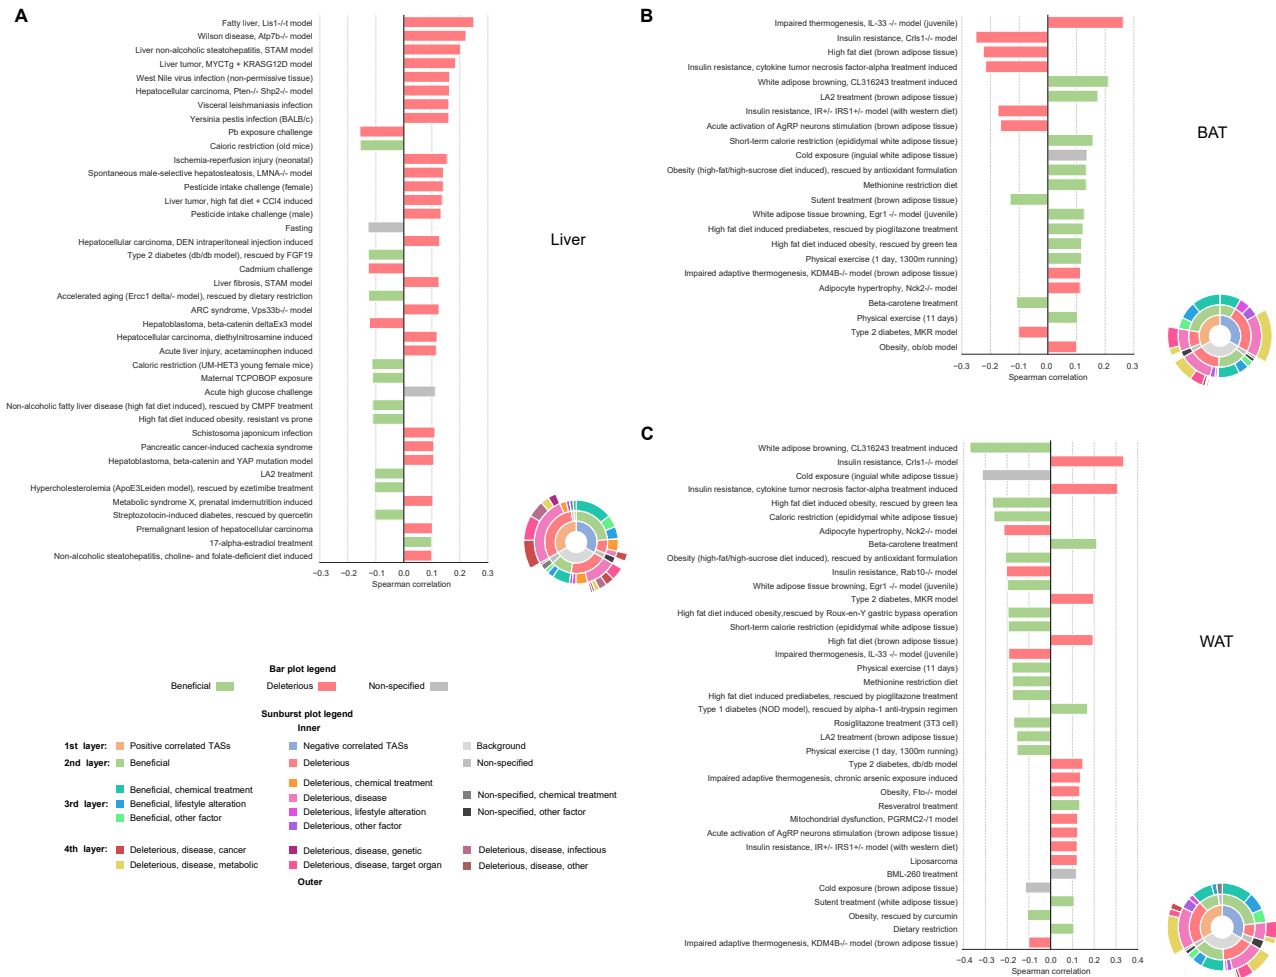

**Supplementary Figure S7. Significantly correlated relationships between estrus-induced TASs and curated TASs in liver and adipose tissues.** Significantly correlated relationships in (A) liver, (B) brown adipose tissue and (C) white adipose tissue.

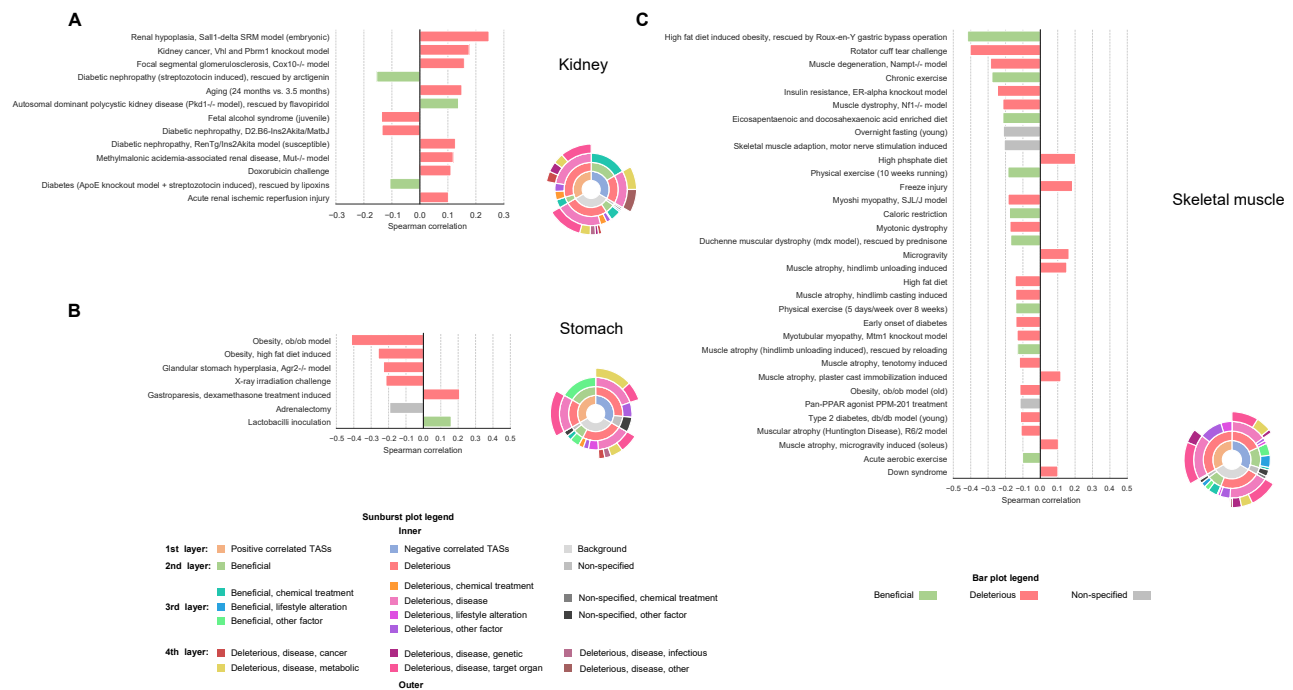

**Supplementary Figure S8. Significantly correlated relationships between estrus-induced TASs and curated TASs in kidney, stomach and skeletal muscle. Significantly correlated relationships in (A) kidney, (B) stomach and (C) skeletal muscle.**

A

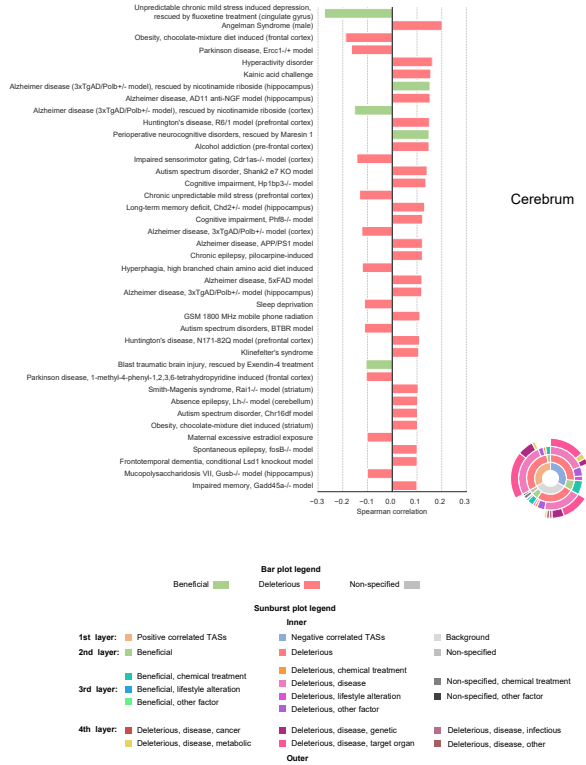

B

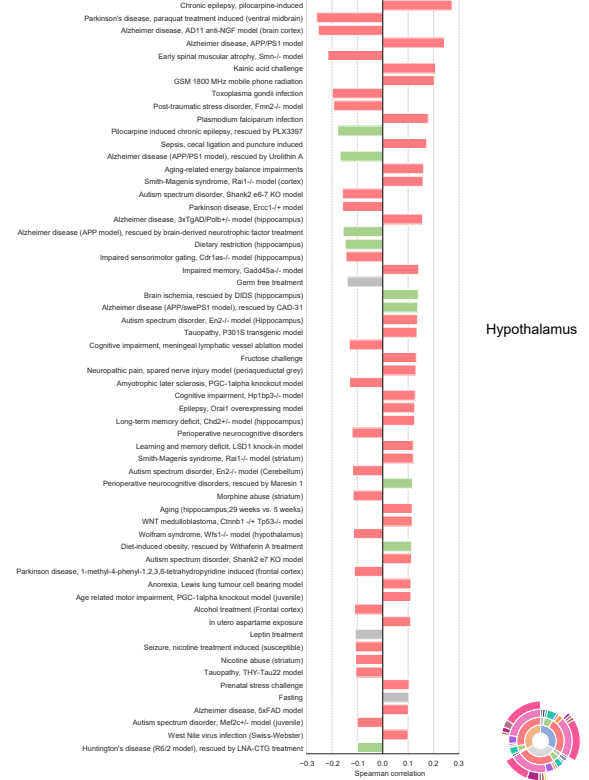

**Supplementary Figure S9. Significantly correlated relationships between estrus-induced TASs and curated TASs in cerebrum and hypothalamus. Significantly correlated relationships in (A) cerebrum and (B) hypothalamus.**

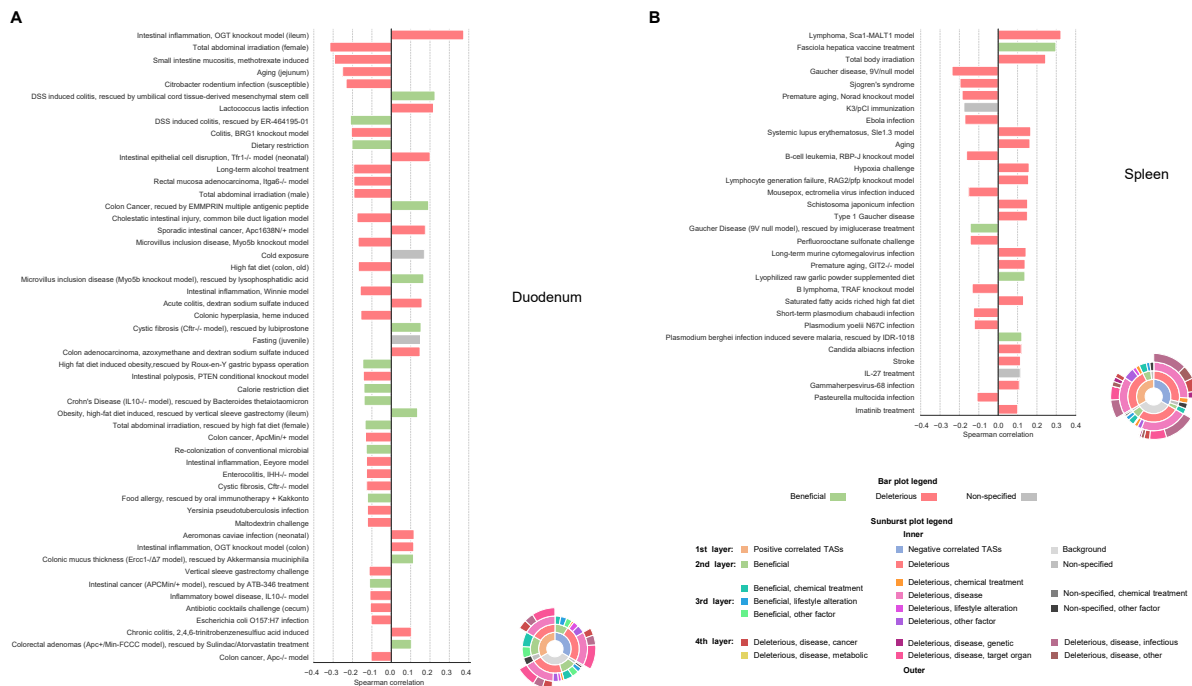

**Supplementary Figure S10. Significantly correlated relationships between estrus-induced TASs and curated TASs in duodenum and spleen. Significantly correlated relationships in (A) duodenum and (B) spleen.**

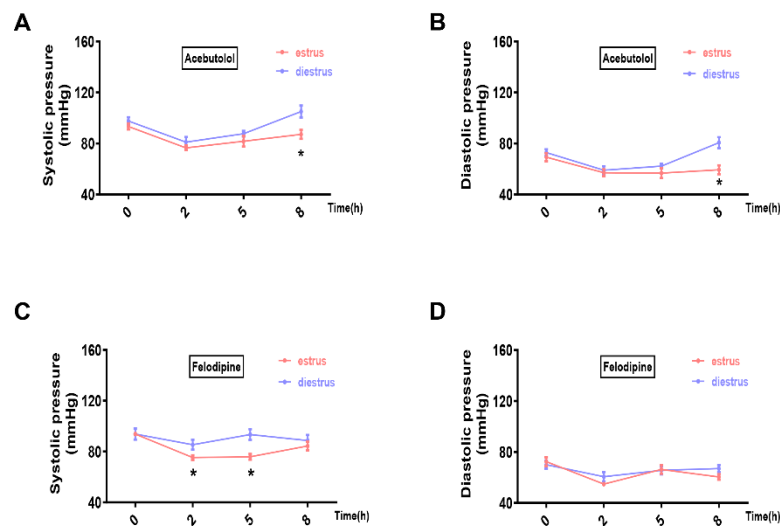

**Supplementary Figure S11. Effects of hypotensive drugs (acebutolol and felodipine) on normotensive mice in estrus and diestrus.** Normotensive female C57BL/6 mice in estrus and diestrus were gavaged with 2mg/kg body weight acebutolol and 5mg/kg body weight felodipine. The blood pressure levels were monitored in the following 8 hours (0h, 2h, 5h, 8h) after administration using tail-cuff method. (A) Systolic blood pressure and (B) diastolic blood pressure changes after acebutolol treatment. (C) Systolic blood pressure and (D) diastolic blood pressure changes after felodipine treatment. P-values were determined by two-way ANOVA followed by Bonferroni correction, values  $\leq 0.05$  were considered statistically significant. N = 9, \*p-value  $\leq 0.05$ .

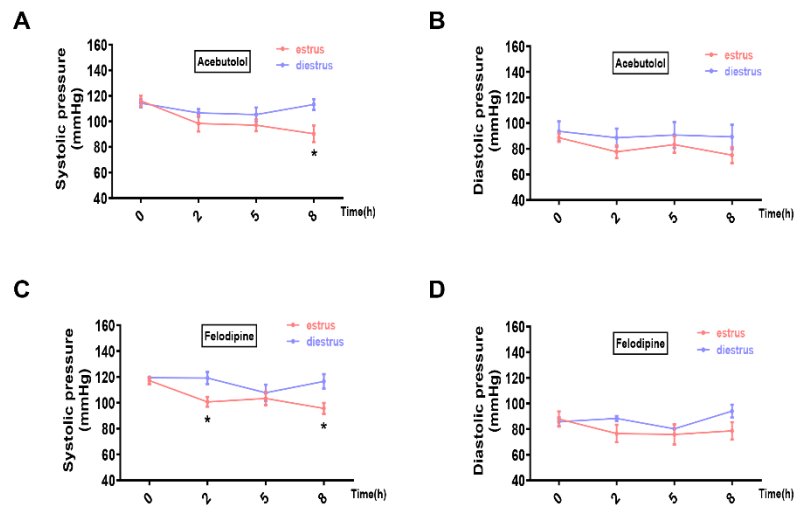

**Supplementary Figure S12. Effects of hypotensive drugs (acebutolol and felodipine) on normotensive rats in estrus and diestrus.** Normotensive female SD rats in estrus and diestrus were gavaged with 50mg/kg body weight acebutolol and 30mg/kg body weight felodipine, respectively. The blood pressure levels were monitored in the following 8 hours (0h, 2h, 5h, 8h) after administration using tail-cuff method. (A) Systolic blood pressure and (B) diastolic blood pressure changes after acebutolol treatment. (C) Systolic blood pressure and (D) diastolic blood pressure changes after felodipine treatment. P-values were determined by two-way ANOVA followed by Bonferroni correction, values  $\leq 0.05$  were considered statistically significant. N = 6, \* p-value  $\leq 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

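RNA was sequenced from 15 tissues of mice in estrus and in diestrus, with 3 libraries per tissue and phase, 90 in all. The authors filtered the reads with SOAPnuke, aligned them with Bowtie2 to GRCm38 and estimated abundance with RSEM. They deposited FPKM for 20414 genes, without counts or totals. Tissue, phase and replicate number of every library were taken from the sample labels. The replicate numbers were not used as pairs, since the values did not show that the numbers pair the libraries.

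Reads per library were approximated from the smallest steps between the FPKM of short genes of 300 to 1100 bases with a single transcript, which gave 8.76 to 17.3M reads in 89 libraries. The approximated reads of these genes were whole, to within 0.2 reads and up to 10 reads, for 56.9% to 73.3% of the values of a library, so true counts were not recovered. A DEGSeq-like test was planned only if whole reads could be recovered. It was run on the approximated reads all the same, and is named as chosen after the unit was seen. A value near 0 in a library of 0.0746M reads, that of BAT estrus replicate 3, says little about the gene.

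The tests used log2(FPKM + 1) of genes with a mean of at least 1 FPKM over the 6 libraries of a tissue, and limma 3.58.1 in R 4.3.3 with an intensity trend, without covariates and with Benjamini-Hochberg adjustment within each tissue. Calls needed a log2 fold change of at least 1 and an adjusted p of at most 0.05. The procedure was tested on simulated data with 200 changed genes per tissue. The other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9. Gene lists were tested with camera at a preset correlation of 0.01, over 75 tests for the 5 lists of estrogen response, progesterone response, complement and coagulation, cytokines and their receptors, and neuroactive receptors, and over 230 tests for lists of cell types and states. Those were lists for B cells, T cells, plasma cells, erythroid blood cells, skeletal muscle fibres, cardiomyocytes, smooth muscle, pancreatic acini, squamous epithelium, simple epithelium, white adipocytes, brown adipocytes, neurons, hepatocytes, luteal cells, granulosa cells, oviduct epithelium, mammary epithelium, proliferation, clock genes of the Bmal1 phase, clock genes of the Dbp phase and immediate early genes. Lists for pituitary, gastric epithelium, airway epithelium and slow muscle fibres were added after the values were seen and kept apart.

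Genes are named by a rule fixed with the design: the hedgehog genes of the paper, of which one item is not reported here and was left out of the counts and of the adjustment over the list, the 13 TFs of Figure 3C, called genes without overlap of the phases, the 3 most abundant members of a list where it is reported, which are given for uterus and ovary only, and Esr1, Esr2 and Pgr. Permutation tests used 100000 draws unless stated otherwise. Alternatives covered the pseudocount, the filter on low values, the scale, one fit of all libraries, the replicate number as a block, single libraries left out, the limits, fry in place of camera and other measures of correlation. The alternatives with DESeq2 and with counts were not run, since counts were not used here. The paper's curated TASs, the KEGG pathways and the Hallmark gene sets were not at hand, and results that need them are left out. No coordinates are given, since the patch release of the authors' build differs from that of the annotation.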

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

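All tests of explanations in this part were chosen after the result was seen. The lists of marker genes were fixed earlier. A level is the mean log2(FPKM + 1) over the genes of a list in one library. It was set apart where it lay at least 2 log2 units above all other libraries of the tissue, in data on genes the paper does not discuss. Of 270 combinations of 18 lists and 15 tissues, 12 had such a library. They lie in 9 libraries of 8 tissues. For each, a gene counts as raised if it lay at least 1 log2 unit above every other library of the tissue.

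In duodenum estrus replicate 1, B cell genes had a level of 5.45, against 3.12 in the next library, with 10 of 10 genes raised, Cd79a at 233 FPKM and Cd79b at 94.1. The tissue's other libraries express 7 of the 10 genes at 1 FPKM or more. In both other estrus libraries the level lay above all diestrus libraries (2 of 2), so lymphoid tissue in the piece taken and a rise shared by the estrus mice cannot be told apart. In WAT estrus replicate 1, smooth muscle genes had a level of 7.03, against 4.17, with 10 of 10 raised, Tagln at 1185 FPKM and Acta2 at 685. There too both other estrus libraries (2 of 2) lay above the diestrus libraries, and 9 of the 10 genes are expressed in the other libraries.

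In vein estrus replicate 3, B cell genes had a level of 4.14 and T cell genes one of 4.09, against 0.83 and 1.48 in the next library. All 10 genes of each list were raised, among them Cd79a at 89.2 FPKM and Cd3g at 34.1. Of the other estrus libraries, 0 lay above the diestrus libraries for either list, which argues against a rise shared by the estrus mice. RNA of lymphoid tissue in that library may be the source, as 10 of 10 raised genes would require. The other libraries express 2 of the B cell genes and 5 of the T cell genes.

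In spleen estrus replicate 2, pancreatic acinar genes had a level of 8.68, against 1.00 in the next library, with 15 of 15 genes raised, Ctrb1 at 1532 FPKM and Cela2a at 1021. Only 1 of the other 2 estrus libraries lay above the diestrus libraries. In aorta estrus replicate 1, granulosa cell genes had a level of 3.55, against 0.87, with 7 of 7 raised, Inha at 104 FPKM and Inhba at 21.5, and 0 of the other estrus libraries lay above the diestrus libraries. In ovary diestrus replicate 3, hepatocyte genes had a level of 3.45, against 1.11, with 7 of 8 raised and Alb at 50.3 FPKM, and 0 of the other diestrus libraries lay above the estrus libraries. In each of these 3, RNA of another tissue may be present, as the 15 of 15, 7 of 7 and 7 of 8 raised genes would require. A rise shared by the mice of the phase is argued against. The other libraries of the tissue express 2 genes of each of these lists.

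In uterus estrus replicate 3, oviduct epithelium genes had a level of 7.36, against 1.27 in the next library, with 7 of 7 genes raised, Ovgp1 at 2554 FPKM and Ccdc153 at 273, and 0 of the other estrus libraries above the diestrus libraries. In the same library squamous epithelium genes had a level of 4.71, against 1.64, with 9 of 12 raised, Krt13 at 1431 FPKM and Krt5 at 568, and 1 of the other estrus libraries above the diestrus libraries. Oviduct taken with the uterus is a candidate explanation for the 7 of 7 genes, and tissue of the cervix or vagina for the squamous genes, of which the 3 not raised keep the question open. In ovary estrus replicate 3, oviduct epithelium genes had a level of 5.89, against 2.50, with 7 of 7 raised and Ovgp1 at 1563 FPKM, and both other estrus libraries (2 of 2) lay above the diestrus libraries, so oviduct in that library and a rise shared by the estrus mice cannot be told apart. Simple epithelium genes had a level of 5.03 there, against 2.56, with 8 of 8 raised, Krt19 at 129 FPKM, and 1 of the other estrus libraries above the diestrus libraries. The other libraries of uterus express 2 of the oviduct genes and 4 of the squamous genes, and those of ovary 4 of the oviduct genes and 7 of the simple epithelium genes.

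In heart estrus replicate 3, cardiomyocyte genes had a level of 10.44, against 8.36 in the next library. Only 3 of 9 genes were raised, Myl7 at 974 FPKM against at most 3.83 elsewhere, Myl4 at 812 against at most 6.95, and Nppa at 3389 against at most 358. Myh6, Tnnt2 and Actc1 were not raised. Of the other estrus libraries, 0 lay above the diestrus libraries. With 3 of 9 raised, RNA of another tissue or cell type in that library, such as atrial muscle, may be the source. This hypothesis was formed from these values and stays open.

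A swap of whole libraries between tissues would need libraries closest to another tissue than their label, and the closest library was of the labelled tissue for 90 of 90. Of the 9 libraries with such a level, 8 are from estrus and 1 from diestrus (exact binomial test, two-sided, p = 0.0391). With the lists added after the values were seen, 9 of 13 libraries are from estrus (exact binomial test, two-sided, p = 0.267). A difference between the phases in these signals and chance cannot be told apart, as the p depends on the choice of lists. Sequencing batches are not named in the labels and were not examined.

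The phases differed in opposite directions between tissues for clock genes that peak with Dbp. Their mean log2 difference was 1.37 in vein and -1.08 in kidney, a difference of 2.45 between the tissues (exact permutation test, two-sided, 400 combinations, p = 0.005). These were the only 2 tissues with opposite differences of at least 1 and no overlap of the phases. The pair was chosen for that after the values were seen, so this p is too low. The mean was higher in estrus in 4 of 15 tissues. If all 15 tissues came from the same mice, this argues against a time of death that differed between phases and was shared by all tissues of a mouse. If the tissues came from more than 1 set of mice, as considered further below, this count cannot exclude such a time of death. Clock genes of the opposite phase, those with Bmal1, moved the other way in 10 of 15 tissues. A time of death or dissection that differed between single libraries and a difference between the phases that depends on the tissue cannot be told apart, since no time is recorded.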

How the results depend on the processing

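The tests on pooled reads were chosen after the values were seen, as were the alternatives marked as added. The rest were planned. The tally covers 470 alternative values of 50 results. Of these, 385 were the same, 75 moved, 2 were weaker, 8 stronger and 0 reversed. It does not cover which way the fold change and pooled counts point with 1 library left out. That direction turned in some tissues, among them duodenum and vein for pooled reads and aorta for both.

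The limma counts stayed the same in 14 of 15 tissues under a pseudocount of 0.1, no filter, rescaling and quantile normalization. The exception was skeletal muscle, with 0 DEGs without the filter. With the adjusted p alone skeletal muscle had 2. One fit of all 90 libraries called 102 genes in aorta, 995 in BAT, 5 in cerebrum, 542 in duodenum, 0 in heart, 4 in hypothalamus, 3 in kidney, 7 in liver, 21 in skeletal muscle, 46 in ovary, 27 in spleen, 376 in stomach, 18 in vein, 26 in WAT and 913 in uterus. This fit shares one estimate of the spread among tissues. In uterus the standard errors of Ptch1, Gli1 and Ihh fell from 0.38, 0.92 and 1.21 to 0.20, 0.35 and 0.45. Uterus, BAT, aorta, duodenum and stomach, with the most calls, had the lowest simulated recovery of changes of 1.5. Their calls may be too many, since the shared estimate can lie below their own spread. No further test of the cause was run.

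Fold change alone, without a test, gave 572 genes in aorta, 549 in BAT, 24 in cerebrum, 782 in duodenum, 56 in heart, 27 in hypothalamus, 48 in kidney, 53 in liver, 82 in skeletal muscle, 491 in ovary, 75 in spleen, 794 in stomach, 222 in vein, 332 in WAT and 1425 in uterus. The test on pooled reads gave 2112, 922, 331, 2178, 328, 339, 456, 325, 674, 1596, 364, 1995, 969, 1549 and 2999 in the same order. Neither takes the spread between mice into account, by construction. With 1 library left out, fold change alone gave 29 to 135 genes in spleen, 109 to 421 in vein and 16 to 65 in cerebrum.

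The replicate numbers did not pair the libraries: correlations between differences of the same number ranged from -0.568 to 0.475, and 0 of 15 tissues had all of them above 0.1. With the replicate block, heart had 1 DEG, against 0, and skeletal muscle 3, against 1. Those 3 were lower in estrus, so Mss51 was not among them. The block put 3 hedgehog genes past the limit over the list alone, against 2 (Ihh at 0.0385), and camera called 12 gene lists, against 10, and 64 lists of cell types and states, against 53. Only the first 2 of these count as changes, since a count within 1.5 times is taken as the same. The cause was not tested.

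Leaving out single libraries gave 0 to 1 DEGs in aorta (without estrus replicate 1), heart (estrus replicate 2), liver (estrus replicate 2) and stomach (estrus replicate 3 or diestrus replicate 3), 0 to 2 in uterus (2 without estrus replicate 2, 1 without diestrus replicate 3), 0 to 4 in hypothalamus (estrus replicate 2) and ovary (estrus replicate 3), 0 to 10 in duodenum (10 without estrus replicate 1, 1 without estrus replicate 3 or diestrus replicate 3) and 0 to 87 in skeletal muscle. Skeletal muscle had 87 without estrus replicate 1, 2 without estrus replicate 2, 16 without estrus replicate 3 and 0 without diestrus replicate 1 or 3. Spleen had 1 each time, and BAT, cerebrum, kidney, vein and WAT 0. The cause was not tested.

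The correlation within tissues minus that between tissues was 0.220 without the filter, where 20414 genes were used, and 0.309 to 0.319 with single replicates left out. The share of the phase was 1.92% without replicate 3 (permutation test, one-sided, p = 0.370), 2.46% without replicate 1 (p = 0.0296) and 3.26% without replicate 2 (p = 0.00399). These p treat the tissues of a mouse as independent. With the same split in every tissue, the p of all libraries was 0.1, the smallest that 10 splits can give (exact permutation test, one-sided, added after the values were seen). Pairs of tissues with a cosine similarity numbered 81 with fold change alone and 105 with pooled reads, because more genes are shared. With Spearman's rho of all log2 fold changes the module contrast was 0.0204 (exact permutation test, one-sided, p = 0.193), and the cause was not tested.

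Of the hedgehog genes in uterus, 3 were past the limit over all genes in one fit of all libraries. Adjusted over the list alone, 2 passed, and 0 to 3 with single libraries left out, with 0 without estrus replicate 1 or 3 or without diestrus replicate 1 or 3. In these fits fewer libraries were used. For 11 of the named genes, 124 of 132 alternatives were the same and 8 stronger, all 8 in the fit of all libraries. Not every call of a named gene held. Mss51 was not called with the replicate block, without the filter, or without diestrus replicate 1 or 3. The rho of TF expression and activity stayed between 0.402 and 0.608 with replicates left out. The 45 alternatives for the TASs moved by less than 1 SD over the combinations. Some changed side of 0.1 or rank among the splits: with Pearson's r, hypothalamus had 0.0852 and rank 2, vein rank 2, ovary 0.193 and rank 1, and WAT 0.152. Duodenum had rank 2 with a pseudocount of 0.1 and with a mean of at least 5, where stomach had 0.119.

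With fry, 0 gene lists and 0 lists of cell types and states were called, where camera called 10 and 53. With replicates left out, camera called 13 gene lists each time and 52 to 69 lists of cells and states. Of the 10 gene lists, 7 or 8 were called again, and of the 53 others 31 without replicate 1, 42 without replicate 2 and 39 without replicate 3. The cause was not tested. Depth limits BAT estrus replicate 3 most, with 0.0746M reads.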

Differences from the paper's values

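The test on pooled reads was chosen after seeing the values. Up-regulated DEGs in aorta number 989 in the paper and 0 with limma, and down-regulated DEGs 1288 in the paper and 0 with limma. In BAT the paper gives 291 up-regulated and 848 down-regulated, against 0 and 0. In kidney the paper gives 151 and 327, against 0 and 0, and in skeletal muscle 221 and 530, against 1 and 0. At an unadjusted p under 0.05, limma gave 390 genes in aorta, 1425 in BAT, 357 in kidney and 2225 in skeletal muscle.

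A count differs here where it is more than 1.5 times apart from the paper's. Among the alternatives set before the data were examined, fold change alone does not differ for up-regulated genes in BAT (235), and one fit of all libraries for down-regulated genes in BAT (915). The one fit includes BAT estrus replicate 3, a library of 0.0746M reads, and was not repeated without it. Without that library, fold change alone gave 63 up-regulated genes in BAT. Without estrus replicate 1 or 2 it gave 818 and 1008 down-regulated genes in BAT, which do not differ. These counts with a library left out were added after seeing the values. The other alternatives set then differ, for these 8 counts. The test on pooled reads, chosen after seeing the values, is within 1.5 times for all 8, with 966 and 1146 in aorta, 268 and 654 in BAT, 146 and 310 in kidney and 215 and 459 in skeletal muscle. With 1 library left out, it differs in aorta (287 higher without estrus replicate 1, 342 lower without diestrus replicate 3), in BAT (438 higher without estrus replicate 2, 501 higher and 479 lower without diestrus replicate 3), in kidney (271 higher without diestrus replicate 2) and in skeletal muscle (438 higher without diestrus replicate 2, 348 lower without estrus replicate 3). The paper's lists of DEGs are not at hand, so how many of its genes this test drops is not known.

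The cosine similarity of ovary and uterus was 0.882 with fold change alone, against about 0.69 in Fig. 1D of the paper, read by eye. That of duodenum and vein was 0.865, against about 0.52 in Fig. 1D of the paper, read by eye. With limma no pair had a value. The paper gives no error for them, so a cosine similarity differs here where it is not the same at 2 decimals, a narrower limit than that for the counts. No alternative set before the data were examined gives the paper's values. With pooled reads, chosen after seeing the values, ovary and uterus had 0.691, the same at 2 decimals, and duodenum and vein 0.574, which differs. With estrus replicate 3 of both tissues left out, ovary and uterus had 0.198 with pooled reads and 0.286 with fold change alone. Without vein estrus replicate 3, duodenum and vein had 0.0332 and 0.400. Without estrus replicate 3 of both duodenum and vein, they had -0.0195 and 0.429. These were added after seeing the values.

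The paper states that the hedgehog genes were all significantly lower in estrus in uterus. Of these, Ihh, Dhh, Ptch1 and Gli1 each had a lower mean in estrus, and limma called 0 of them over all genes, 2 at an unadjusted p under 0.05 and 2 adjusted over the list alone. One fit of all libraries called 3 and fold change alone 3, and the test on pooled reads, chosen after seeing the values, called all 4. The paper reports tissues with more down-regulated than up-regulated genes, aorta among them. By fold change alone, aorta had 350 genes higher and 222 lower, while BAT, kidney and skeletal muscle had more lower, as in the paper, and all 4 did in the test on pooled reads. Without aorta estrus replicate 1, fold change alone gave 69 higher and 170 lower, the direction of the paper, and without diestrus replicate 2 it gave 324 and 370. Without diestrus replicate 3 it gave 353 higher and 69 lower, against that direction. Without BAT diestrus replicate 3 it gave 334 higher and 241 lower, and without kidney diestrus replicate 3 it gave 37 and 37. In the test on pooled reads, aorta had 1402 higher and 1363 lower without estrus replicate 3 and 1124 and 342 without diestrus replicate 3, and BAT 501 and 479 without diestrus replicate 3. The paper places aorta and vein together in the similarity of tissues. Their mean r was 0.893, with rank 6, and the closest tissue of both was WAT. The paper reports estrogen response terms in many tissues, spleen not among them, and complement and coagulation terms in tissues that do not include liver and spleen. With lists that are not the paper's gene sets, the estrogen list was called in spleen only, and the complement list in liver, spleen and WAT, of which WAT is among the paper's.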

Other observations

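All tests of explanations in this part were chosen after the result was seen. The 6 libraries of a tissue can be split into groups of 3 in 10 ways, so chance cannot be excluded in any single tissue. The number of splits with as many genes at an unadjusted p under 0.05, the real one included, was 1 in BAT, duodenum, hypothalamus, skeletal muscle and vein, 2 in aorta, heart, liver and stomach, 3 in WAT, 4 in ovary and uterus, 5 in cerebrum and spleen, and 6 in kidney. For the test on pooled reads, another split gave as many calls in 12 of 15 tissues, so differences between single mice, whatever their phase, may account for many of its calls there. For 30.7% of its calls higher in estrus, at most 1 estrus library lay above the diestrus libraries, from 12.1% in WAT to 60.8% in aorta. For 25.6% of those lower, at most 1 lay below. These shares do not measure how many calls a single library carries. In WAT, 559 of 1549 calls were kept without estrus replicate 1.

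For the gene lists, 79 of 101 drawn splits, the real one included, gave as many calls as the 10 of the real split, and for lists of cell types and states 92 of 101 as many as its 53. Chance is not excluded for either count. Camera called lists as follows, with fry calling 0 of them. B cell genes were called in 3 of 4 tissues tested, T cell genes in 4 of 12, plasma cell genes in 2 of 10, erythroid genes in 2 of 15, skeletal muscle fibre genes in 4 of 14, cardiomyocyte genes in 0 of 15 (0 at an unadjusted p under 0.05), smooth muscle genes in 4 of 15, pancreatic acinar genes in 1 of 5, squamous epithelium genes in 2 of 5 and simple epithelium genes in 1 of 11. White adipocyte genes were called in 4 of 11, brown adipocyte genes in 2 of 15, neuron genes in 1 of 8, hepatocyte genes in 1 of 12, luteal cell genes in 0 of 12 (1 at an unadjusted p under 0.05), granulosa cell genes in 2 of 6 and oviduct epithelium genes in 2 of 6. Proliferation genes were called in 2 of 9, clock genes of the Bmal1 phase in 2 of 15, clock genes of the Dbp phase in 9 of 15 and immediate early genes in 5 of 15. Mammary epithelium genes passed the filter in 0 tissues in sufficient number. Of the 3 most abundant luteal genes in ovary, Hsd3b1 had a log2 fold change of -0.13 (adjusted p = 0.941 from limma) and Cyp11a1 one of -0.45 (adjusted p = 0.838), both with overlap of the phases. Sfrp4 had 289 FPKM in estrus and 815 in diestrus on average, a log2 fold change of -1.55 (standard error 0.27, adjusted p = 0.643), without overlap of the phases, where chance gives 10% for each gene.

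In skeletal muscle, the gene Mad2l1bp was past the limit on the adjusted p with a log2 fold change of -0.86 (adjusted p = 0.0294 from limma). It was named after its values were seen.

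BAT estrus replicate 3 lists 12048 genes at 0. When the other 5 BAT libraries were thinned to between 80518 and 80974 approximated reads over the listed genes, somewhat more than its 0.0746M, they had a median of 11612 genes at 0, so few reads may account for most of the zeros.

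The contrast between the modules of tissues in cosine similarity could come from each tissue's own share of higher and lower genes, which alone give 92.4% of it with fold change alone and 80.9% with pooled reads.

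Lists added after the values were seen gave 6 more levels at least 2 log2 units above the rest. Together with the lists fixed earlier, 13 libraries had such a level. Pituitary genes had 9 of 10 raised in hypothalamus estrus replicate 2, with Prl at 21607 FPKM. Gastric genes had 6 of 8 raised in duodenum estrus replicate 1, with Tff1 at 29618, 7 of 8 in heart estrus replicate 3, with Pgc at 95.9, and 6 of 8 in kidney diestrus replicate 3, with Pgc at 65.2. Airway genes had 5 of 7 raised in aorta diestrus replicate 3, with Scgb1a1 at 1047, and slow muscle fibre genes 7 of 7 in BAT diestrus replicate 3, with Myl2 at 452. Camera called the pituitary list in 2 of 5 tissues, the gastric list in 2 of 7, the airway list in 0 of 2 (1 at an unadjusted p under 0.05) and the slow fibre list in 2 of 11.

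In skeletal muscle, 7 of 7 slow fibre genes lay at least 1 log2 unit below the other 4 libraries in estrus replicates 2 and 3. Myh7 had 69.3, 0.59 and 0.19 FPKM in estrus and 247, 73.7 and 55.7 in diestrus. In 5 of 7, estrus replicate 1 was not below the lowest diestrus library, which argues against a fall shared by the estrus mice. A part of the muscle with other fibres in 2 libraries may be the source. Mss51 had 17.5 FPKM in estrus replicate 1 and does not follow these genes.

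Among 66 libraries of other tissues, Pgc reached 3 FPKM in 4 and Prl in 3, both of them in 3 (Fisher's exact test, two-sided, p = 8.74e-05). They were kidney diestrus replicate 3 and skeletal muscle estrus replicates 1 and 2. The 66 libraries leave out stomach, hypothalamus and cerebrum, among others, and each cerebrum library had Pgc at 31.36 FPKM or more. The counts and the p hold for these 66 libraries only. Prl also reached this level in 5 of 6 stomach libraries. Reads of stomach and hypothalamus libraries assigned to libraries handled with them are a candidate explanation. In cerebrum and hypothalamus, gastric genes stood at a median of 0.0637% and 0.0817% of their level in stomach, with 8 of 8 genes within 3-fold of that ratio in each, which stomach RNA carried into the libraries could give. No biological explanation was tested.

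Gm2573 had 2 levels among libraries, low meaning below 25% of the maximum of the tissue. It had 6 patterns among 15 tissues, and 7 tissues shared one (permutation test, one-sided, p = 1e-05, the smallest it can give). BAT is one of the 7, with 0 FPKM in estrus replicate 3, where few reads make the value uncertain. Without BAT, 6 of 14 tissues shared that pattern (permutation test, one-sided, p = 0.00016), and with limits of 20%, 30% and 40% in place of 25%, 6, 7 and 6 of 14 shared one. At 25% cerebrum is near the limit, with 1.84 FPKM of at most 7.25 in estrus replicate 1. The sharing argues against reads assigned at random between near-identical genes. The 6 patterns argue against a variant of single mice with 1 mouse behind each replicate number. The 3 tissues with low values in diestrus replicate 1, aorta, duodenum and vein, had the highest differences of the Dbp-phase clock genes, at least 0.98 against at most 0.24 in the other 12 (exact permutation test, one-sided, 1 of 455 choices, p = 0.0022). The tissues may have come from more than 1 set of mice, a hypothesis formed on these data.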
